# mTOR inhibition overcomes RSK3-mediated resistance to BET inhibitors in small cell lung cancer

**DOI:** 10.1172/jci.insight.156657

**Published:** 2023-03-08

**Authors:** Anju Kumari, Lisa Gesumaria, Yan-Jin Liu, V. Keith Hughitt, Xiaohu Zhang, Michele Ceribelli, Kelli M. Wilson, Carleen Klumpp-Thomas, Lu Chen, Crystal McKnight, Zina Itkin, Craig J. Thomas, Beverly A. Mock, David S. Schrump, Haobin Chen

**Keywords:** Oncology, Drug screens, Epigenetics

## Abstract

Small cell lung cancer (SCLC) is a recalcitrant malignancy with limited treatment options. Bromodomain and extraterminal domain inhibitors (BETis) have shown promising preclinical activity in SCLC, but the broad sensitivity spectrum limits their clinical prospects. Here, we performed unbiased high-throughput drug combination screens to identify therapeutics that could augment the antitumor activities of BETis in SCLC. We found that multiple drugs targeting the PI-3K–AKT–mTOR pathway synergize with BETis, among which mTOR inhibitors (mTORis) show the highest synergy. Using various molecular subtypes of the xenograft models derived from patients with SCLC, we confirmed that mTOR inhibition potentiates the antitumor activities of BETis in vivo without substantially increasing toxicity. Furthermore, BETis induce apoptosis in both in vitro and in vivo SCLC models, and this antitumor effect is further amplified by combining mTOR inhibition. Mechanistically, BETis induce apoptosis in SCLC by activating the intrinsic apoptotic pathway. However, BET inhibition leads to RSK3 upregulation, which promotes survival by activating the TSC2-mTOR-p70S6K1-BAD cascade. mTORis block this protective signaling and augment the apoptosis induced by BET inhibition. Our findings reveal a critical role of RSK3 induction in tumor survival upon BET inhibition and warrant further evaluation of the combination of mTORis and BETis in patients with SCLC.

## Introduction

Small cell lung cancer (SCLC) is a recalcitrant malignancy with limited treatment options (1). There was no improvement in its 2-year survival between 2001 and 2014 due to a lack of treatment advances for nearly 2 decades (2). Several new therapeutics, including immune checkpoint inhibitors and lurbinectedin, were recently approved for this malignancy, but only a subset of patients would benefit (3). Therefore, there is an unmet need to develop novel therapies for SCLC.

A potential therapeutic candidate for SCLC is bromodomain and extra-terminal domain inhibitors (BETis), which target the BET family proteins, namely BRD2, BRD3, BRD4, and BRDT. The primary function of the BET family proteins is gene transcription regulation. BETis bind to the bromodomains of BET family proteins and dissociate them from active chromatin, causing suppression of gene transcription. Because BETis only decrease the expression of a subset of genes, particularly those related to cell lineage and driver oncogenes (4), there has been considerable interest in applying this class of drugs for cancer treatment.

Previous studies reported that mouse SCLC was exquisitely susceptible to BETis (5), but human SCLC lines had a much broader range of sensitivity (6). We recently found that a subset of SCLC expressing NEUROD1 (the SCLC-N subtype) is particularly susceptible to BETis due to the dependence of NEUROD1 transactivation on BET family proteins (7). However, BETi has only modest antitumor activity in the SCLC-N subtype tumors in vivo (7), which necessitates a combinatorial strategy to augment its antitumor effects in both SCLC-N and other molecular subtypes of SCLC. Several previous studies have reported that inhibitors targeting PARP, HDAC6, or BCL2 synergized with BETis in SCLC (8–11). However, an unbiased screen of the existing oncological therapeutics in combination with BETis has not been reported in SCLC, and the mechanisms underlying BETi resistance remain largely unknown.

The PI-3K–AKT–mTOR pathway is commonly activated in cancer, and a recent shRNA library screen identified mTOR as an essential kinase in a subset of SCLC (12). However, a phase II trial found everolimus, an mTOR inhibitor (mTORi) approved for multiple neoplasms, had only limited antitumor activity in relapsed SCLC, suggesting a need to combine this drug with other therapeutics (13). Interestingly, in breast and prostate cancer cell lines, inhibition of mTOR complex 1 (mTORC1) causes a feedback activation of RTKs, which turns on AKT signaling and promotes survival (14, 15). BETi increases the mTORi antitumor activities in these cell lines by preventing RTK upregulation and blocking this feedback loop (16, 17). However, to our knowledge, the combination of mTORis and BETis has not been explored in SCLC.

In this study, we performed high-throughput drug combination screens to identify potential therapeutics synergizing with BETis in SCLC in an unbiased manner.

## Results

### mTORis synergize with BETis in vitro.

We first examined the combination of JQ1 (a prototype BETi) and a Mechanism Interrogation Plate (MIPE) 4.0 library of 1,912 approved and investigational drugs, using a 6 ***×*** 6 matrix layout and an end point of cell viability at 72 hours after treatment. The outcomes of this experiment demonstrated a strong enrichment of mTORi agents (e.g., rapamycin, everolimus, ridaforolimus, and temsirolimus) among the highest-ranked synergetic drug-drug pairs (Figure 1A and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156657DS1).

Follow-up studies explored the 40 most promising outcomes using an expanded 10 × 10 matrix layout with optimized concentration ranges. JQ1 and another BETi, I-BET762, were tested in parallel across 4 SCLC cell lines of 2 molecular subtypes (SCLC-N subtype: H446, COR-L279, and SCLC-21H; and SCLC-A subtype: H187). In addition to cell viability at 72 hours after treatment, we also measured apoptosis induction at 8- and 16-hour intervals. Figure 1, B and C, presents an example of drug response and synergy heatmaps, in which JQ1 synergized with everolimus in a broad dose range of 39.1–312.5 nmol/L. No synergy was observed at the JQ1 dose greater than or equal to 625 nmol/L due to a strong single-agent activity (≤ 16% viable). Figure 1D and Supplemental Table 2 list 22 drugs that are synergistic with JQ1 and I-BET762 in more than or equal to 3 out of the 4 SCLC cell lines, with inhibitors targeting the PI-3K–AKT–mTOR pathway at the top of the list.

To validate the results of the high-throughput screens, we performed independent viability assays using a fixed concentration ratio of 2-drug combinations. Figure 1E shows a typical example in COR-L279 cells, in which concurrent treatment of rapamycin and JQ1 decreased the IC_50_ values of both JQ1 and rapamycin by 10 fold or more. We quantified the synergy between JQ1 and the inhibitors targeting PI-3K (copanlisib), AKT (MK-2206), or mTOR (rapamycin) using the method of Chou and Talalay (18). In this method, a smaller combination index (CI) indicates a higher degree of synergy (e.g., CI 0.1–0.3: strong synergism; CI 0.3–0.7: synergism; CI 0.9–1.1: additive; and CI > 1.1: antagonism). On the basis of the CIs at 4 different dose levels that caused a 50%, 75%, 90%, and 95% decrease in cell viability (fraction affected), the combination of JQ1 and rapamycin showed the highest degree of synergy (the smallest CIs) in COR-L279, H446, and H187 cells, especially at the first 2 dose levels (Figure 1F; and Supplemental Figure 1, A and B). To assess the toxicity of this combination in normal human lung cells, we compared the everolimus/JQ1 combination with 2 other synergistic combinations (ABT-263 [an inhibitor of BCL2 and BCL-xL]/JQ1 and copanlisib/JQ1) in the Cdk4/hTERT-immortalized human bronchial epithelial cells (HBEC). When combined with JQ1, everolimus caused a substantially smaller decrease in HBEC’s viability compared with ABT-263 and copanlisib, suggesting the everolimus/JQ1 combination is less toxic to normal lungs (Supplemental Figure 2, A–C). On the basis of these results, we chose to focus on the mTORi/BETi combination for further investigation.

To ensure the synergy between rapamycin and JQ1 was not due to a drug off-target effect, we evaluated the combinations of JQ1 and various mTORis (first-generation: rapamycin and everolimus; and second-generation: torkinib) and the pairing of everolimus with another BETi-NHWD870 (19). Supplemental Figure 3A shows that the concurrent treatment of various mTORis and BETis consistently demonstrated a strong synergy. We also tested the combination of JQ1 and everolimus in SCLC cell lines resistant to JQ1 (IC_50_ ≥ 20 μmol/L), in which a strong synergy was observed in 2 out of 3 cell lines (Supplemental Figure 3B). Collectively, these results demonstrate that mTORis form a strong synergy with BETis in various molecular subtypes of SCLC in vitro.

### mTOR inhibition amplifies BETi-induced apoptosis in SCLC.

To determine whether the mTORi/BETi combinations induce apoptosis in SCLC, we treated COR-L279 cells with the combination of JQ1 and rapamycin in the presence of a pancaspase inhibitor, Z-VAD-FMK. Figure 2A shows that Z-VAD-FMK drastically attenuated the decrease in cell viability caused by the rapamycin/JQ1 combination, suggesting that apoptosis is partly responsible for growth inhibition. Apoptosis can be triggered through either the intrinsic or extrinsic cascade, with the former pathway characterized by the cleavage of caspase 9 and the latter by the cleavage of caspase 8 (Figure 2B). Both cascades converge on the cleavage of caspase 3 and PARP to activate cell death, and crosstalk between these 2 pathways can occur through cleaved BID (also known as t-BID).

To dissect which apoptotic pathway is activated by the mTORi/BETi combination, we first examined cleaved caspase 9, a key intermediate of the intrinsic cascade. Figure 2C shows that JQ1 increased cleaved caspase 9 and the downstream cleaved caspase 3 and PARP, while everolimus induced cleaved PARP in COR-L279 cells. Combining both inhibitors further increased these cleaved apoptotic proteins. These results demonstrate that JQ1 and the combo activate the intrinsic apoptotic pathway. Consistent with the viability results shown earlier, we confirmed that the rapamycin/JQ1 combination caused more apoptosis than JQ1 alone in COR-L279 and H446 but not in COR-L88 cells by using a caspase 3 and 7 activity assay (Supplemental Figure 4).

Because the intrinsic apoptotic cascade is typically triggered by the release of cytochrome c from mitochondria (Figure 2B), we isolated cytosolic and mitochondrial fractions of COR-L279 cells after drug treatments. Figure 2D shows that cytochrome c was elevated in the cytosolic fraction of the JQ1-treated cells and was substantially higher in the sample treated with the everolimus/JQ1 combination, consistent with the activation of the intrinsic apoptotic pathway by BETis and the combo. To further demonstrate the involvement of this cascade, we overexpressed BCL2, an antiapoptotic protein that stabilizes mitochondrial membrane and blocks cytochrome c efflux, in COR-L279 cells (Figure 2E). Ectopic expression of BCL2, which as expected sensitized COR-L279 cells to ABT-199, a BCL2 inhibitor (Supplemental Figure 5), attenuated the growth inhibition induced by the rapamycin/JQ1 combination (Figure 2F).

Next, we assessed whether the everolimus and JQ1 combination activates the extrinsic apoptotic pathway. Figure 2G shows that cisplatin, but not JQ1 or the everolimus/JQ1 combination, induced cleaved caspase 8 in COR-L279 cells. t-BID was elevated in cells treated with cisplatin but not in those receiving JQ1 or the drug combo (Figure 2H). Together, these results demonstrate that the mTORi and BETi combination induces apoptosis by activating the intrinsic apoptotic pathway in SCLC.

### mTOR inhibition augments the antitumor effects of BETis in vivo.

To assess whether mTORis potentiate the antitumor effects of BETis in vivo, we chose NHWD870 over JQ1 because the latter has unfavorable pharmacokinetic properties in vivo (20). We first tested the combination of everolimus and NHWD870 in an SCLC-N subtype patient-derived xenograft (PDX) model — LX33. Figure 3, A and B, shows that concurrent administration of everolimus and NHWD870 resulted in significantly better control of tumor growth and a longer median overall survival than single drugs (50 days in the combo group versus 30 days in single-agent groups). This combination was reasonably tolerated except for mild diarrhea and weight loss (Figure 3C), which typically improved spontaneously after pausing the treatments for a few days.

To confirm that the antitumor activity of the mTORi/BETi combo is not restricted to a specific drug or a molecular subtype of SCLC in vivo, we tested AZD5153, a bivalent BETi in phase I/II clinical trials (21), in an SCLC-A subtype PDX — LX95. Figure 3, D and E, shows that, compared with single agents, concurrent administration of everolimus and AZD5153 achieved significantly better control of LX95 tumor growth and increased the median overall survival (30 days in single-agent groups versus 60 days in the combo group). The combination of everolimus and AZD5153 was well tolerated without causing substantial weight loss or diarrhea (Figure 3F). To test whether AZD5153 has antitumor activity at clinically achievable dose levels, we established a tumor cell line from the LX95 PDX. Supplemental Figure 6A shows that the histology of the xenograft tumors formed from the injected cell line was identical to LX95 PDX tumors. AZD5153 in the dose ranges of 80–200 nmol/L, which corresponds to the highest plasma concentrations (Cmax) in the patients treated at 10–40 mg daily (22), effectively suppressed the growth of LX95 and COR-L279 by 45–55% and 30–45%, respectively (Supplemental Figure 6B).

To assess whether the antitumor effect persists after stopping the drug combination, we measured the tumor growth of LX95 PDX after a short pause of the treatments. Supplemental Figure 7 shows that the tumors in the NHWD870 or everolimus single-agent groups resumed growth after holding treatment for 3 days, while those in the combo group remained the same size. To determine whether the persistent antitumor effect of the combo is due to an increase in apoptosis, we treated the LX95 models with the everolimus and NHWD870 combination for 1 week. Like the everolimus/AZD5153 combination, the everolimus/NHWD870 combo resulted in better tumor control than single agents without causing significant weight loss in this model (Supplemental Figure 8, A and B). More cleaved caspase 3-positive tumor cells were observed in the combo group than the single-agent groups, suggesting that increased apoptosis contributes to the persistent antitumor effects of the combo (Figure 3, G and H).

To determine whether the increased apoptosis was mediated through activation of the intrinsic apoptotic pathway, we treated LX95 cells with the everolimus and JQ1 combination in vitro. Like COR-L279, JQ1 increased cleaved caspase 3 and 9 and cleaved PARP, while everolimus induced cleaved caspase 3 and cleaved PARP in LX95 (Supplemental Figure 9A). The combination resulted in more cleaved apoptotic proteins and cytochrome c release from mitochondria than the single drugs, consistent with activation of the intrinsic apoptotic pathway (Supplemental Figure 9, A and B). Unlike COR-L279, caspase 8 was barely detectable in LX95 cells (Supplemental Figure 9C), reflecting the frequent loss of this gene in SCLC (23). This result essentially rules out the involvement of the extrinsic apoptotic cascade in the synergy of the mTORi/BETi combo in the LX95 model.

We next asked how the mTORi and BETi combination compares to other drug pairings in vivo. To this end, we evaluated the combination of AKT inhibitors (AKTis) and BETis in the LX95 model. Compared with the AZD5153 alone, the combination of AZD5363 (an AKTi) and AZD5153 did not result in better control of tumor growth or a longer median overall survival (Supplemental Figure 10, A and B). This lack of improvement was due to excessive toxicity, as this combination caused severe weight loss, diarrhea, and premature death, none of which occurred in single-agent groups. Despite a 40% dose reduction of AZD5363 2 weeks after the first dose, this combination was still challenging to administer and necessitated prolonged treatment holding. Collectively, these results demonstrated that the mTORi/BETi combination results in superior antitumor effects than single drugs or the pairing of AKTi/BETi in vivo.

### BETi upregulates RSK3, a potential upstream kinase of the TSC2-mTOR cascade, in SCLC.

BETis have been reported to synergize with mTORis by blocking the mTORi-induced RTK feedback activation in breast and colon cancer cell lines (16, 17). To determine whether this feedback mechanism explains the synergy between mTORis and BETis in SCLC, we compared the effects of mTOR inhibition on AKT T308 phosphorylation (an indicator of RTK feedback activation; ref. 14–17) between breast cancer (MDA-MB-468) and SCLC (COR-L279 and LX95) cell lines. mTOR inhibition resulted in a steady increase in AKT T308 phosphorylation only in MDA-MB-468 cells but not in COR-L279 and LX95 cells, suggesting that a different mechanism is responsible for the drug synergy in SCLC (Supplemental Figure 11, A–E).

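RNA-Seq was performed on tumors of LX95, a patient-derived xenograft (PDX) of the SCLC-A subtype grown in mice. Mice received vehicle, NHWD870 (a BETi) at 1.5 mg/kg, everolimus (an mTORi) at 2 mg/kg, or NHWD870 at 1 mg/kg together with everolimus at 1.5 mg/kg (Combo) by mouth each day for 7 days. The 25 tumors profiled comprised 7 Vehicle, 5 NHWD870, 6 Everolimus, and 7 Combo tumors, each from a different mouse. Mouse cells were depleted before RNA extraction, and libraries were made with a stranded poly(A) protocol. The authors trimmed the reads, mapped them to the human genome with HISAT2, and counted reads on the genes of GENCODE release 30 with featureCounts v1.6.4 in its reverse-stranded mode, counting single reads without the option for read pairs. The deposited values used here are these unnormalized counts for 58825 genes. Between 8903793 and 87196105 counts were assigned per tumor, with a median of 25793234. The totals ranged from 21690657 to 41701089 in Vehicle (median 31648277), from 8903793 to 42119031 in NHWD870 (median 23984904), from 22895860 to 43343977 in Everolimus (median 31959624), and from 21637330 to 87196105 in Combo (median 25573783). The mean total of NHWD870 tumors was 0.763 times that of Vehicle tumors, a difference within the spread between tumors (two-sided exact permutation test, p = 0.268; adjusted p = 0.803 over 3 comparisons). Counts were normalized by edgeR's TMM method, genes with too few counts were removed by edgeR's filterByExpr, and the remaining 18583 genes were tested with edgeR's quasi-likelihood test on all 25 tumors with 1 term per treatment group. P values were adjusted by the Benjamini-Hochberg method over these genes. The biological coefficient of variation between tumors of a group was 16.0%. Filtering, the fold-change threshold, and shrinkage of fold changes are among the choices that could change the number of genes called.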

To identify the underlying mechanism of drug synergy, we performed RNA-Seq to profile LX95 PDXs following a 1-week treatment of everolimus, NHWD870, or the combined inhibitors. Principal-component analysis showed that the transcriptomes of the tumor cells were clustered into 4 treatment groups (Figure 4A). 

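In log2 CPM (read counts scaled to library size) of the tested genes, the first principal component held 43.69% of the variance, the second 8.08%, and the third 6.42%. The first component separated tumors by NHWD870 exposure. Its mean score was 53.75 ± 15.2 (SD, n = 5) in NHWD870 and 47.95 ± 15.27 (SD, n = 7) in Combo tumors, against -45.97 ± 3.26 (SD, n = 7) in Vehicle and -47.09 ± 3.04 (SD, n = 6) in Everolimus tumors. The second component separated tumors by everolimus exposure, with mean scores of 18.59 ± 13.18 (SD, n = 7) in Vehicle and 20.39 ± 11.97 (SD, n = 5) in NHWD870 tumors, and -18.4 ± 6.17 (SD, n = 6) in Everolimus and -17.38 ± 11.88 (SD, n = 7) in Combo tumors. The third component did not separate the groups, and its range overlapped between all 4. Treatment accounted for 52.47% of the variance between tumors (permutational analysis of variance on distances between tumors, p = 1e-05, the smallest that 100000 permutations can give). This share moved most, to 87.02%, with DESeq2's variance-stabilizing transformation of the 500 most variable genes, a setting chosen after seeing the data. In pairs of groups, treatment accounted for 15.47% of the variance between Combo and NHWD870 tumors (exact permutation test, adjusted p = 0.0015 over the 6 pairs) and for 21.48% between Everolimus and Vehicle tumors (exact permutation test, adjusted p = 0.0012). The nearest neighbor of each of the 25 tumors had received the same treatment.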

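Comparing NHWD870 with Vehicle tumors, 2398 of the tested genes had at least a 2-fold change with an adjusted P value below 0.05 in edgeR's quasi-likelihood test. Of these, 536 rose and 1862 fell. Among all tested genes, 8285 had an adjusted P value below 0.05 whatever the size of the change. The count was 791 when the test itself was made against a 2-fold change (edgeR's glmTreat) and 4337 at a 1.5-fold threshold. Among protein-coding genes with a mean of at least 50 normalized counts whose groups did not overlap (895 of the genes called, where chance gives 0.253% for an unselected gene with 5 tumors against 7), the largest rises were those of IQCN (log2 fold change 3.05, SE 0.27, edgeR adjusted p = 8.96e-10), TLN2 (2.65, SE 0.16, edgeR adjusted p = 6.8e-13), and DACT3 (2.40, SE 0.23, edgeR adjusted p = 1.89e-09). The largest falls were those of PKD1L3 (-5.61, SE 0.45, edgeR adjusted p = 1.51e-10), DRD1 (-4.03, SE 0.37, edgeR adjusted p = 1.43e-09), and COL17A1 (-3.77, SE 0.25, edgeR adjusted p = 3.8e-12). The 895 genes had been called as changed in the same tumors, so the lack of overlap was partly set by that choice. Everolimus changed 257 genes relative to Vehicle (136 up and 121 down), and Combo changed 2596 (838 up and 1758 down). Of the genes called in NHWD870 tumors, 1819 were also called in Combo tumors in the same direction and 0 in the opposite direction. Because both comparisons use the same Vehicle tumors, their effects correlate by chance: across genes, which are not independent replicates, the log2 fold changes correlated with r = 0.884, against a mean of 0.448 and a highest value of 0.473 in 100 simulations of unchanged groups.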

A total of 929 genes had at least a 2-fold change with an adjusted *P* value less than 0.05 when comparing the NHWD870-treated tumors to those receiving the vehicle (Supplemental Table 3). 

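Ingenuity Pathway Analysis infers the state of a regulator from the genes downstream of it, and was not repeated here. The TSC2 transcript (ENSG00000103197, chromosome 16, 2047967 to 2089491 in GRCh38) was at 254 ± 29.5 CPM (SD, n = 5) in NHWD870 and 194 ± 22.9 CPM (SD, n = 7) in Vehicle tumors, a log2 fold change of 0.39 (SE 0.10, edgeR adjusted p = 0.00148). It did not reach a 2-fold change, so it was not among the genes counted as changed in this comparison.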

Ingenuity Pathway Analysis of the identified genes correctly predicted that BRD4 was inactivated by NHWD870, while TSC2, an upstream regulator of mTOR signaling, was among the top activated regulators (Figure 4B). 

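RPS6KA2 (ENSG00000071242), which encodes the kinase RSK3, lies on the minus strand of chromosome 6 from 166409364 to 166906451 in GRCh38. Its log2 fold change was 2.34 in NHWD870 versus Vehicle tumors (SE 0.19, edgeR adjusted p = 1.83e-10) and 2.30 in Combo versus Vehicle tumors (SE 0.18, edgeR adjusted p = 1.85e-11). Ordered by log2 fold change among the genes past the threshold that rose, it was number 21 in NHWD870 and number 44 in Combo tumors. Without NHWD870 tumor 518, it was number 39 in the NHWD870 comparison. The place depended on how many weakly expressed genes were tested. It was 203 and 322 with no filter on counts, and 6 and 18 with a mean of at least 50 counts required. On the same strand, RPS6KA2 overlaps RAMACL and the processed pseudogene AL023775.1, whose log2 fold changes in NHWD870 tumors were -0.16 and -0.48 (edgeR adjusted p = 0.549 and 0.0765), and the counting could have set aside reads where their exons overlap. Of the other RSK genes, RPS6KA1 (ENSG00000117676) rose by 0.38 in NHWD870 tumors (SE 0.10, edgeR adjusted p = 0.00184). Its log2 fold change of 0.19 in Combo tumors was within the spread between tumors (SE 0.09, edgeR adjusted p = 0.0743). With each tumor left out in turn, this edgeR adjusted p ran from 0.0185 (without Combo tumor 522) to 0.178, and 1 of 25 fits fell below 0.05. RPS6KA3 had log2 fold changes of -0.10 in both comparisons (edgeR adjusted p = 0.491 and 0.401), and RPS6KA6 of -0.20 and -0.11 (edgeR adjusted p = 0.159 and 0.374), within the spread between tumors.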

Interestingly, one of the 20 most upregulated genes in the NHWD870 and the combo groups was *RPS6KA2* (Figure 4C), which belongs to the same family of *RPS6KA1 —* a known upstream kinase of TSC2 (24). Using quantitative PCR (qPCR) and IHC staining, we confirmed that *RPS6KA2* gene and its protein, RSK3, were induced by NHWD870 and the combo in LX95 tumors (Figure 4, D and E).

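In the RNA-Seq of the LX95 tumors in Figure 4A, RPS6KA2 was at 3.78 ± 0.92 CPM (SD, n = 7) in Vehicle, 19.1 ± 5.11 CPM (SD, n = 5) in NHWD870, 3.69 ± 0.57 CPM (SD, n = 6) in Everolimus, and 18.4 ± 5.07 CPM (SD, n = 7) in Combo tumors. Between 69 and 1786 reads per tumor were counted on the gene. Each of the 5 NHWD870 tumors was above every Vehicle tumor (two-sided exact permutation test on log2 CPM, adjusted p = 0.0051 over 4 comparisons), as was each of the 7 Combo tumors (two-sided exact permutation test, adjusted p = 0.0023). Everolimus alone left the transcript within the spread of Vehicle tumors, with a log2 fold change of -0.03 (SE 0.19, edgeR adjusted p = 0.945). Combo and NHWD870 tumors did not differ (log2 fold change -0.04, SE 0.18, edgeR adjusted p = 0.929). The paper singles out RPS6KA2 from its place among the upregulated genes and from its family, which includes a kinase known to act upstream of TSC2. From qPCR and IHC staining of these tumors, the paper states that the gene and RSK3 were induced in both groups given NHWD870.

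**Figure D1:**
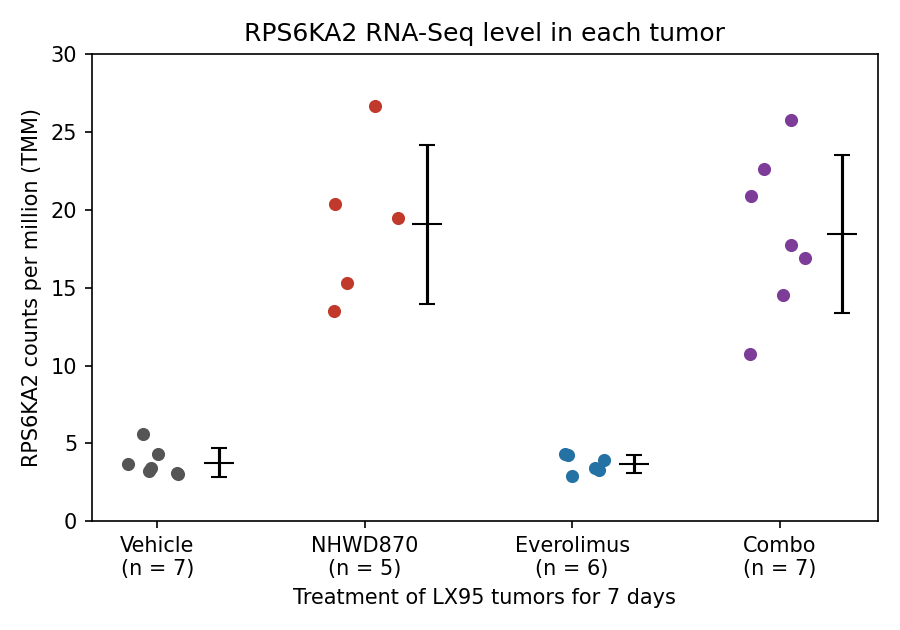
RPS6KA2 RNA-Seq level (CPM after TMM normalization, linear axis from 0) in each of the 25 LX95 tumors by treatment. Each point is 1 tumor, and the black bars show the mean ± SD of the group. The NHWD870 and Combo tumors lie between 10.7 and 26.7 CPM, above the Vehicle and Everolimus tumors, which lie between 2.91 and 5.63 CPM.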

We modeled the in vivo experiment by treating COR-L279 cells with various doses of JQ1 for 1 week in vitro. JQ1 was confirmed to upregulate *RPS6KA2* and RSK3 at multiple tested concentrations (Figure 4, F and G). Consistent with the results shown earlier, a similar degree of *RPS6KA2* induction was observed following JQ1 treatment in LX95 but not in COR-L88 cells (Supplemental Figure 12). Together, these results show that BETi induces RSK3, a potential upstream kinase of TSC2, in SCLCs that respond synergistically to the mTORi/BETi combination.

### RSK3 induction increases resistance to BETi-induced apoptosis.

To evaluate the functional significance of RSK3 induction, we overexpressed a myristoylated (myr) RSK3 in COR-L279 cells. The myr sequence recruits overexpressed RSK3 to the cell membrane, causing activation of its kinase activity (25). Compared with an empty vector (EV), forced expression of myr-RSK3 increased phosphorylation at TSC2 S1798, demonstrating that TSC2 is a kinase substrate of RSK3 (Figure 5A). Phosphorylation at p70S6K1 T389, a direct downstream target of mTORC1, was also elevated in the RSK3-overexpressed cells, indicating that RSK3 augments mTOR signaling (Figure 5A). To determine whether BETi-induced RSK3 could activate the TSC2-mTOR-p70S6K1 signaling, we treated COR-L279 cells with JQ1 for 1 week and observed an increase in both TSC2 S1798 and p70S6K1 T389 phosphorylation (Figure 5B). The increase in phosphorylation of these 2 kinases started as early as 24 and 48 hours following JQ1 treatment and persisted in a 6-day treatment of COR-L279 cells (Supplemental Figure 13A; and the red curves in Supplemental Figure 13, C and D). In contrast, phosphorylated TSC2 S1798 and p70S6K1 T389 remained unchanged in COR-L88 cells at most of the examined intervals (Supplemental Figure 13B; and the black curves in Supplemental Figure 13, C and D). Together, these results suggest that the activation of the TSC2-mTOR-p70SK1 cascade plays a role in BETi sensitivity in SCLC.

To evaluate how RSK3 upregulation affects the BETi sensitivity in SCLC, we first used LJH685, a selective inhibitor of the RSK family kinases (26), to block TSC2 phosphorylation induced by RSK kinases (Figure 5C). Figure 5D shows that LJH685 augmented caspase 3/7 activation following JQ1 treatment in COR-L279 cells. Because LJH685 inhibits all members of the RSK family, we used shRNA to knockdown (KD) RSK3. Figure 5E shows that the stable transfection of 2 (3 and 4) out of 4 shRNAs in COR-L279 cells led to a substantially reduced expression of RSK3. RSK3 KD diminished the synergy of the mTORi/BETi combination in COR-L279 cells, confirming that RSK3 upregulation plays a role in the synergy (Figure 5F). To assess the roles of other RSK family kinases, we used shRNA to KD RSK1 and RSK2 in COR-L279 cells (Supplemental Figure 14A). The KD of RSK1, but not RSK2, modestly decreased the synergy of BETis and mTORis (Supplemental Figure 14B). To assess if the effects of RSK1 KD and RSK3 KD are interconnected, we evaluated the induction of *RPS6KA2* gene after RSK1 KD. Supplemental Figure 14C shows that RSK1 KD lessened the BETi-induced *RPS6KA2* upregulation, suggesting that the effect of RSK1 KD on the synergy is mediated through RSK3.

To further confirm that RSK3 is responsible for BETi resistance, we overexpressed myr-RSK3 in COR-L279 cells and observed a decrease in the JQ1-induced caspase 9 and PARP cleavage, suggesting that RSK3 induction attenuates the JQ1-induced apoptosis (Figure 5G). Everolimus abrogated the protective effect of RSK3 overexpression, as the combo induced the same level of cleaved caspase 9 and PARP in RSK3-overexpressed cells as the control (Figure 5G). Collectively, these findings demonstrate that BETi-induced RSK3 attenuates BETi-induced apoptosis by activating the TSC2-mTOR signaling and combining mTORi abolishes such a protective mechanism.

### p70S6K1 mediates the antiapoptotic effects of RSK3 by phosphorylating BAD.

To determine whether p70S6K1 mediates the antiapoptotic effects of RSK3, we treated COR-L279 cells with JQ1 and PF-4708671, a specific inhibitor of p70S6K1. As shown in Figure 6A, the PF-4708671/JQ1 drug pairing recapitulated the increased apoptosis caused by the mTORi/BETi combinations. To further define the role of p70S6K1, we overexpressed a constitutively active form of rat S6K1 (S6K1-ΔCT) and its WT (S6K1-WT) in COR-L279 cells. As shown in Figure 6B, S6K1-ΔCT, but not S6K1-WT, increased the viability of cells treated with JQ1. For example, at the JQ1 dose of 0.5 μM, the viability of the cells with control, S6K1-WT, and S6K1-ΔCT vectors were 25%, 30%, and 55%, respectively. Consistent with these findings, overexpression of S6K1-ΔCT, but not S6K1-WT, attenuated the induction of cleaved PARP by BETi (Figure 6C). Furthermore, overexpression of S6K1-ΔCT abrogated the apoptosis induced by the drug combination (Figure 6D). Together, these results indicate that p70S6K1 is the primary downstream kinase of mTOR that mediates the synergy of the drug combo.

To identify the downstream effector of p70S6K1, we examined the phosphorylation of the proapoptotic protein BAD, a known substrate of p70S6K1 (27). Phosphorylation of BAD releases antiapoptotic proteins BCL-2 and BCL-xl and promotes survival (28). After JQ1 treatment for 1 week, phosphorylation at BAD S112, but not at S136 and S155, increased in COR-L279 cells (Figure 6E). A similar change in the BAD phosphorylation profile was observed after overexpression of RSK3 or S6K1-ΔCT in HEK293T cells, suggesting that RSK3 increases BAD phosphorylation via p70S6K1 (Figure 6F).

We next assessed whether autophagy, a downstream pathway suppressed by mTOR, plays a role in the synergy between mTORis and BETis. Consistent with the known autophagy induction after mTOR inhibition, LC3B-II, a marker of autophagosome formation (29), was modestly induced by everolimus (Supplemental Figure 15). JQ1 did not induce LC3B-II nor affect everolimus-induced LC3B-II, suggesting that altered autophagy is not responsible for the synergy between mTORis and BETis (Supplemental Figure 15).

To ensure that our findings on the activation of the RSK3-TSC2-mTOR-p70S6K1-BAD cascade by BETi are not restricted to 1 molecular subtype of SCLC, we treated LX95 cells with JQ1 for 1 week. Like COR-L279, JQ1 increased RSK3 and phosphorylation at TSC2 S1798, p70S6K1 T389, and BCL2 S112 at multiple dose levels in LX95 cells (Supplemental Figure 16). Together, our findings support a model that RSK3 increases BAD phosphorylation via the TSC2-mTOR-p70S6K1 signaling cascade to promote survival, and mTORi blocks this signaling and potentiates BETi-induced apoptosis (Figure 6G).

## Discussion

Multiple investigational BETi drugs have been evaluated in early-phase clinical trials, and the results generally showed modest response rates and a short duration of response (30). Rational drug combinations could augment BETi antitumor efficacy and delay drug resistance development (30). Here, we demonstrate that mTORis potentiate BETi antitumor effects in SCLC. We identified RSK3 induction as a potentially novel resistance mechanism to BETis in SCLC, and mTORis augment the BETi-induced apoptosis by blocking the downstream signaling of this kinase.

Using high-throughput combination screens, we identified several classes of drugs synergizing with BETis in an unbiased manner. Some of these candidates, such as BCL2 and HDAC inhibitors, have been shown to potentiate the antitumor effects of BETis in SCLC (8, 11). Several others, such as carfilzomib and inhibitors of cyclin-dependent kinases, had synergy with BETis in other tumor types (31, 32). These studies indirectly validate our results, suggesting shared vulnerabilities between various tumor types.

We focused on the mTORi and BETi combination for further validation and mechanistic studies. We demonstrate that this combination has better antitumor effects than the single agents in vitro and in vivo. In addition, our results suggest that the synergy of the mTORi/BETi combination is not restricted to the SCLC-N subtype or BETi-sensitive SCLC. Finally, this combo was relatively well-tolerated, likely because the adverse effects of mTORis and BETis affect different organ systems. In contrast, the AKTi and BETi combo had poor tolerability in vivo because of overlapping toxicities (e.g., diarrhea) of AKTis and BETis (22, 33). These results stress the need to select drugs with nonoverlapping toxicities to increase antitumor activity and minimize toxicities.

It was previously reported in various tumors that BETis induce apoptosis by decreasing the expression of the subunits in 4 oxidative phosphorylation complexes (34, 35). Consistent with these reports, we found that BETis activate apoptosis through a mitochondria-mediated intrinsic apoptotic cascade, and BCL2 overexpression diminished the apoptosis induced by the mTORi/BETi combination. These results suggest that the mechanism of action underlying the synergy of mTORis and BETis involves the molecular events upstream of mitochondrial apoptosis.

Our results did not validate the feedback RTK activation in SCLC after mTOR inhibition. Previous studies have indicated that EGFR and IGF-1R signaling pathways are commonly involved in this feedback mechanism (15, 17). In SCLC, EGFR signaling is frequently inactive (36), while IGF-1R is upregulated in about 18.5% of primary tumors (37). We speculate that the lack of RTK feedback activation following mTOR inhibition is due to suppressed EGFR signaling in SCLC.

Our study identified *RPS6KA2* induction as a novel mechanism of BETi resistance in SCLC. The prosurvival function of RSK3 is mediated through mTOR signaling, which explains why mTORis would potentiate the antitumor effects of BETis. In breast and ovarian cancers, a higher expression of *RPS6KA2* has been associated with a worse prognosis, suggesting that this gene functions as an oncogene (38, 39). In addition to TSC2, RSK3 can also phosphorylate IκBα and causes activation of NF-κB (39). The mechanism by which BETis increased the expression of *RPS6KA2* remains unclear. Our results suggest that BETis induce *RPS6KA2* through other gene(s), probably RSK1. Consistent with this notion, Tai et al. recently reported that BETis upregulate *RPS6KA2* in breast cancer cell lines by suppressing the BRD4/FOXD3/miR-548d-3p/JunD axis (40). However, we did not find this pathway responsible for the induction of *RPS6KA2* by BETis in SCLC (data not shown), and the underlying mechanism awaits future investigation. Previous studies in other neoplasms have found that BETi resistance involves WNT signaling upregulation via transcriptional program reset (41) or PI-3K–ERK activation through RTK kinome rewiring (42). Our findings reveal a new player — RSK3 — in already diverse mechanisms of BETi resistance and confirm the central role of PI-3K–AKT–mTOR signaling activation.

In conclusion, we demonstrate that mTORi potentiates the antitumor effects of BETis in SCLC by blocking an RSK3-mediated survival signaling cascade. Our findings warrant further evaluation of the mTORi and BETi combination in patients with SCLC.

## Methods

### Cell culture.

H446, H187, H460, H1048, H1436, Calu-6, MDA-MB-468, and HEK293T cells were purchased from the American Type Culture Collection, SCLC-21H was from the German Collection of Microorganisms and Cell Cultures, and COR-L279 and COR-L88 were purchased from Sigma-Aldrich. All commercial cell lines were grown in culture media recommended by the suppliers and were maintained in humidified incubators at 37^o^C. MDA-MB-468 was maintained at 100% air, while all other lines were at 5% CO_2_. Short tandem repeat analysis was performed to authenticate commercial cell lines.

The HBEC cells were provided by John Minna (University of Texas Southwestern, Dallas, Texas) and cultured in Keratinocyte serum-free media (SFM) supplemented with 5 mg/L epidermal growth factor and 50 mg/L bovine pituitary extract (Thermo Fisher Scientific). The LX95 SCLC line was established by growing the single cells isolated from the LX95 PDX tumors in HITES medium (DMEM: F12 medium supplemented with 0.005 mg/mL insulin, 0.01 mg/mL transferrin, 30 nmol/L sodium selenite, 10 nmol/L hydrocortisone, 10 nmol/L beta-estradiol, 1***×*** Glutamax, 5% heat-inactivated FBS, and 1***×*** penicillin/streptomycin). COR-L279 cells with ectopic expression of BCL2 received Flag-BCL2 (a gift from Clark Distelhorst, Case Western Reserve University, Cleveland, OH; ref. 43) (Addgene plasmid 18003) by lipofection followed by 1.0 mg/mL G418 selection (Roche). Stable transfectants of COR-L279 cells with RSK1-shRNA (Sigma-Aldrich; clones TRCN0000001384 and TRCN0000001385), RSK2-shRNA (Sigma-Aldrich; clones TRCN0000194851 and TRCN0000040147), or RSK3-shRNA (Sigma-Aldrich; clones TRCN0000006352, TRCN0000006353, TRCN0000006354, and TRCN0000011010) were selected with 6 μg/mL puromycin (Gibco) after lipofection. All cell lines tested negative for mycoplasma.

### Reagents.

For in vitro studies, ABT-199 (Chemitek, catalog CT-A199), ABT-263 (Chemitek, catalog CT-A263), actinomycin D (Sigma-Aldrich, catalog A9415), AZD5153 (Chemitek, catalog CT-A5153), everolimus (Sellekchem, catalog S1120), (±)-JQ1 (Sigma-Aldrich, catalog SML0974), LJH685 (Sellekchem, catalog S7870), MK-2206 (Sellekchem, catalog S1078), NHWD870 (a gift from Nenghui Wang and Mingzhu Yin, Ningbo Wenda Pharma, Ningbo, China), PF-4708671 (Sellekchem, catalog S2163), rapamycin (Sellekchem, catalog S1039), torkinib (Sellekchem, catalog S2218), and Z-VAD-FMK (Sigma-Aldrich, catalog 219007) were dissolved in DMSO; and copanlisib (Sellekchem, catalog S2802) was prepared in 10% trifluoroacetic acid (Sigma-Aldrich, catalog T6508).

For in vivo studies, AZD5153, AZD5363 (Chemitek, catalog CT-A5363), and NHWD870 were first dissolved in N,N-dimethylacetamide (Sigma-Aldrich, catalog 270555) and then mixed with 0.5% methylcellulose (Sigma-Aldrich, catalog M0430) plus 0.1% Tween-80 (Sigma-Aldrich, catalog P4780) before administration. Everolimus was first dissolved in propylene glycol (Sigma-Aldrich, catalog W294004) at 10 mg/600 μL concentration and was then mixed with 1 mL 10% Tween 80 and finally with 400 μL of water. After mixing, the drug solution was mixed with 0.5% methylcellulose plus 0.1% Tween 80 before each dosing.

The Myr-RSK3 vector (pWZL Neo Myr Flag RPS6KA2; Addgene plasmid 20621) was a gift from William Hahn and Jean Zhao (Dana-Farber Cancer Institute, Boston, MA; ref. 25); the rat S6K1 WT and Δ CT vectors (pRK7-HA-S6K1-E389-ΔCT, Addgene plasmid 8993; and pRK7-HA-S6K1-WT, Addgene plasmid 984) were gifts from John Blenis (Weill Cornell Medicine, New York, NY; ref. 44). These vectors were transfected into cells using either Lipofectamine 2,000 or 3,000 reagents (Thermo Fisher Scientific).

### High-throughput combinatorial screens.

High-throughput combinatorial screens were performed as previously described (45) with some modifications. The initial screen in H446 cells was performed in a 6 ***×*** 6 matrix layout by combining JQ1 with a MIPE 4.0 library, which consists of 1,912 FDA-approved oncological therapeutics and investigational agents. The viability endpoint of the initial screen was measured using the CellTiterGlo reagent (Promega) 72 hours after drug treatment. The synergy of various drug combinations was assessed using the excess Highest Single Agent (HSA) method, the response heat map, and the Δ Bliss heat map (46, 47).

The second screen was performed in 4 SCLC cell lines of 2 molecular subtypes (SCLC-N: H446, COR-L279, and SCLC-21H; and SCLC-A: H187) in a 10 × 10 matrix by combining JQ1 or iBET-762 with 1 of the forty drugs selected from the first screen. The endpoints of the second screen were caspase 3/7 activity measured using the CaspaseGlo 3/7 assay (Promega) at 8-hour and 16-hour intervals, as well as cell viability measured using the CellTiterGlo reagent at the 72-hour interval.

### Cell viability and caspase 3/7 activity assay.

Cells were dissociated with TrypLE (Thermo Fisher Scientific), and large cell clumps were removed by passing the cell solution through sterile 40 μm nylon mesh cell strainers (Thermo Fisher Scientific). Subsequently, 750 cells in 15 μL growth media were seeded into each well of a 384-well plate (Corning, catalog 3765). The next day, drugs were serially diluted 2 fold in appropriate solvents to generate 9 consecutive concentrations. Then, the compound and its vehicle control were diluted 100 times in culture media and delivered to the cells in 10% of the final volume to achieve a total of 1,000 times dilution. Assays were performed with 4 replicates for each dose. Caspase 3/7 activity was measured using the Caspase-Glo 3/7 assay system (Promega) at the 48-hour interval, and cell viability was examined at the 72-hour interval using the CellTiter-Glo 2.0 Reagent (Promega). A reflective foil seal (Bio-Rad, catalog MSF1001) was applied to the bottom of each plate to maximize the output signal.

### Western blot analysis.

After cells were collected and washed with PBS, cells were lysed in cold 1 × RIPA lysis buffer (Millipore) supplemented with a protease inhibitor cocktail (Sigma-Aldrich). When a phosphorylated protein was measured, RIPA lysis buffer was additionally supplied with a phosphatase inhibitor cocktail (Sigma-Aldrich or Thermo Fisher Scientific). After incubating on ice for 10 minutes, cells were centrifuged at 10,000*g* for 10 minutes to extract cell lysates. Mitochondrial fractions (for cytochrome c measurement) and membrane fractions (for Myr-RSK3 measurement) were extracted from cells using a Cell Fractionation kit (Abcam) and a Mem-PER Plus Membrane Protein Extraction Kit (Thermo Fisher Scientific), respectively.

Proteins were quantified using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Equivalent amounts of protein were resolved on precast polyacrylamide denaturing gels and were then transferred onto 0.2 μm PVDF membranes using either dry transfer with an iBLOT2 system (Thermo Fisher Scientific) or conventional wet transfer. Membranes were incubated with primary Abs at the concentrations specified in Supplemental Table 4. After membrane incubation with an appropriate secondary Ab, the protein of interest was detected by chemical fluorescence following a conventional ECL protocol. Densitometry analysis was performed using the Image Lab software (Bio-Rad).

### Animal studies.

SCLC-N LX33 and SCLC-A LX95 PDX models were provided by Charles M. Rudin and John T. Poirier (MSKCC; refs. 48, 49). Freshly isolated PDX tumors were dissociated into single-cell suspensions using the Human Tumor Dissociation Kit (Miltenyi Biotec) and a gentleMACS Octo Dissociator (Miltenyi Biotec) following the manufacturer’s instructions. After washing cells with PBS 3 times, RBCs were lysed by resuspending cells in 5 mL ACK lysis buffer (Quality Biological). After incubating at room temperature for 5 minutes, the cells were washed with PBS 3 times and resuspended in PBS at 5 ***×*** 10^7^ viable cells per mL. Approximately 5 × 10^6^ viable cells in 100 μL were injected s.c. into the right flanks of 6-week-old NOD-SCID (NOD.Cg-Prkdc scid Il2rg tm1Wjl/SzJ) mice of both genders (Charles River Laboratories).

Once the tumor volume reached 50–100 mm^3^ (average, 14–21 days), mice were randomized into 4 treatment groups to receive the vehicle, NHWD870 or AZD5153, everolimus, or AZD5363, or the combinations via oral gavage. The dosages and frequencies of drug administration are specified in the figure legends. BWs and tumor sizes were measured every 3 days. Treatment was on hold if 1 of the following 2 criteria was met: (a) greater than 15% BW loss compared with the initial BW (at the point of randomization), or (b) active diarrhea. Treatment was resumed once the BW loss recovered to less than 10% reduction of the initial weight and diarrhea had stopped for 3 days. Animals were euthanized if (a) the tumor volume was larger than or equal to 1,500 mm^3^, (b) the tumor became ulcerated, or 3) 75 days had elapsed after a tumor became palpable.

### Histology analysis.

Formalin-fixed tumors were embedded in paraffin wax, and sectioned tissues were stained with H&E or with anticleaved caspase 3 (Cell Signaling Technology, catalog 4850; 1:200) and anti-RSK3 Abs (Novus Biologicals, catalog NBP2-52555; 1:200). Quantification of cleaved caspase 3-positive cells was performed using QuPath (v0.2.2; ref. 50) by counting cytoplasmic staining-positive cells in 4–15 randomly selected images of each tumor.

### RNA isolation from tumor cells of PDX.

Tumor cells were isolated from PDX using a magnetic-activated cell sorting method (51). In brief, after obtaining single-cell suspensions from fresh tumors, cells were centrifuged and resuspended at concentrations of 2 × 10^6^ cells per 80 μL PBS supplemented with 0.5% BSA (Sigma-Aldrich). Afterward, cells were mixed with a 20 μL cocktail from a Mouse Cell Depletion Kit (Miltenyi Biotec). Separation of mouse cells from human tumor cells was achieved using an LS column on a MACS Separator (Miltenyi Biotec). The flow-through fraction, which contained enriched human tumor cells, was collected by centrifugation. The cell pellet was processed for total RNA isolation using an RNeasy Mini Kit (Qiagen).

### RNA-Seq.

mRNA libraries were constructed using a TruSeq Stranded mRNA Library Prep kit V2 (Illumina) and were paired-end sequenced on a HiSeq 4000 system (Illumina) at the NCI Frederick Sequencing core facility.

RNA-Seq reads were processed using the Snakemake-based lcdb-wf transcriptomics pipeline v1.3c (https://github.com/lcdb/lcdb-wf) (52). Briefly, quality was assessed using FastQ Screen and FastQC, and adapter sequences and low-quality bps were trimmed using cutadapt. Trimmed reads were then mapped to the human reference genome (gencode v30) using HISAT2 (v2.1.0), and transcript levels were quantified using the *featureCounts* method from RSubRead (v1.6.4). Differential expression analysis was performed in the R/Bioconductor environment (R v4.0.2; Bioconductor v2.48.0) using the DESeq2 package (v1.28.0) (53, 54). After constructing a DESeqDataSet object from the read counts generated by RSubRead, generalized linear models were fit with default parameters using a treatment coding design (e.g., NHWD870 versus vehicle). Finally, shrunken log-fold changes were estimated for each contrast using the *apeglm* adaptive *t* prior shrinkage approach (55).

### qPCR assay.

After total RNA isolation, RNA was quantified using Nanodrop. Equivalent amounts of total RNA were used for cDNA synthesis using an iScript cDNA Synthesis kit (Bio-Rad). Quantitative analysis of *RPS6KA2* was performed using a SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) and a set of specific primers (*RPS6KA2*, Bio-Rad, qHsaCED0042305; β-actin, Bio-Rad, qHsaCED0036269) on an ABI PRISM7500 real-time PCR system (Thermo Fisher Scientific).

### Statistics.

GraphPad Prism 9.4.1 was used for statistical analysis and graphing. CompuSyn (www.combosyn.com) was used to determine the drug synergy of the low-throughput experiments by calculating CIs (18). Statistical analysis of 2-sample comparisons was performed using the 2-tailed Student’s unpaired *t* test. The 1-way ANOVA with Dunnett’s multiple comparison corrections or the Student’s unpaired *t* test with the FDR multiple comparison corrections was employed for multiple-sample comparisons. The normality and homoscedasticity of the data were examined using the Anderson-Darling test and a SigmaPlot-based test. The log-rank (Mantel-Cox) test was used for Kaplan-Meier survival analyses. A 2-tailed *P* < 0.05 was considered statistically significant. Data are shown as the mean ± SD.

### Study approval.

The animal experiments were approved and performed according to the regulations set by the National Cancer Institute-Bethesda Animal Care and Use Committee.

### Data availability.

All screen results are publicly accessible at https://tripod.nih.gov/matrix-client/ RNA-Seq raw data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE155923).

## Author contributions

AK conducted experiments, analyzed data, and revised the manuscript; LG conducted experiments, analyzed data, and revised the manuscript; YJL conducted experiments and analyzed data; VKH analyzed data; XZ, MC, KMW, CKT, LC, CM, and ZI conducted experiments; CJT designed research studies, analyzed data, and revised the manuscript; BAM designed research studies, analyzed data, and revised the manuscript; DSS designed research studies and revised the manuscript; and HC designed and supervised research studies, analyzed data, and wrote and revised the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

## Figures and Tables

**Figure 1:**
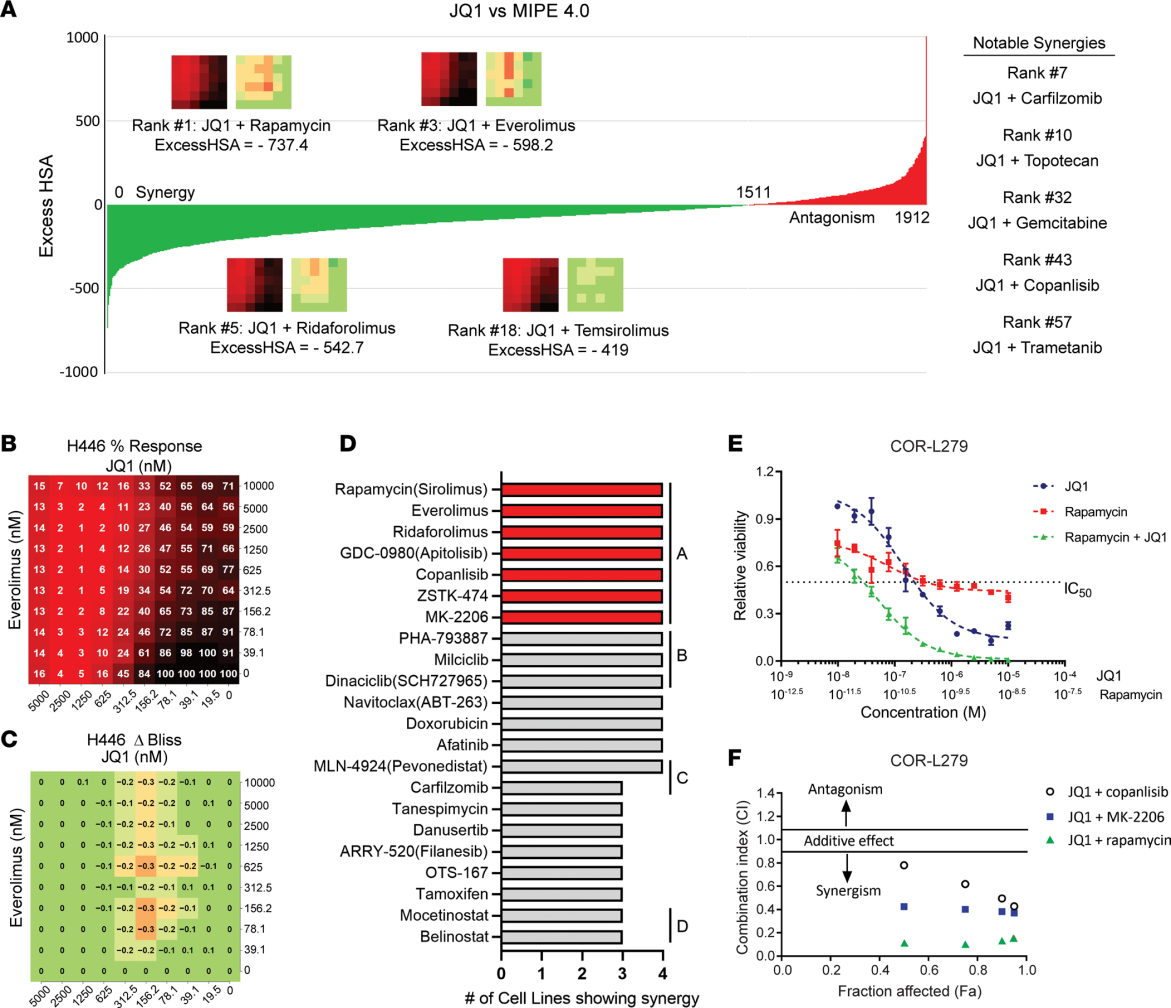
mTORis synergize with BETis in vitro. (**A**) Ranking of synergy and antagonism of JQ1 in combination with 1,912 agents from the MIPE 4.0 library in H446 cells on the basis of the excess HSA metric. Prominent drug synergies, including the combination of JQ1 with several mTORis, are highlighted. (**B** and **C**) The percentage response and Δ Bliss heatmaps of the everolimus/JQ1 combination in a 10 × 10 layout in H446 cells. (**D**) The drugs that synergized with BETis in more than or equal to 3 out of 4 SCLC lines in the 10 × 10 screens. **A**–**D** represent the inhibitors targeting the PI-3K–AKT–mTOR pathway, cyclin-dependent kinases, proteolysis pathway, and histone deacetylases, respectively. (**E**) Relative viability of COR-L279 cells 72 hours after treatment with JQ1, rapamycin, or their combination. Each symbol and error bar show the mean ± SD of 4 replicates. (**F**) Synergy plot showing the CIs versus affected fractions of COR-L279 cells on the basis of the viability results at 72 hours after treatment of specified drug combinations.

**Figure 2:**
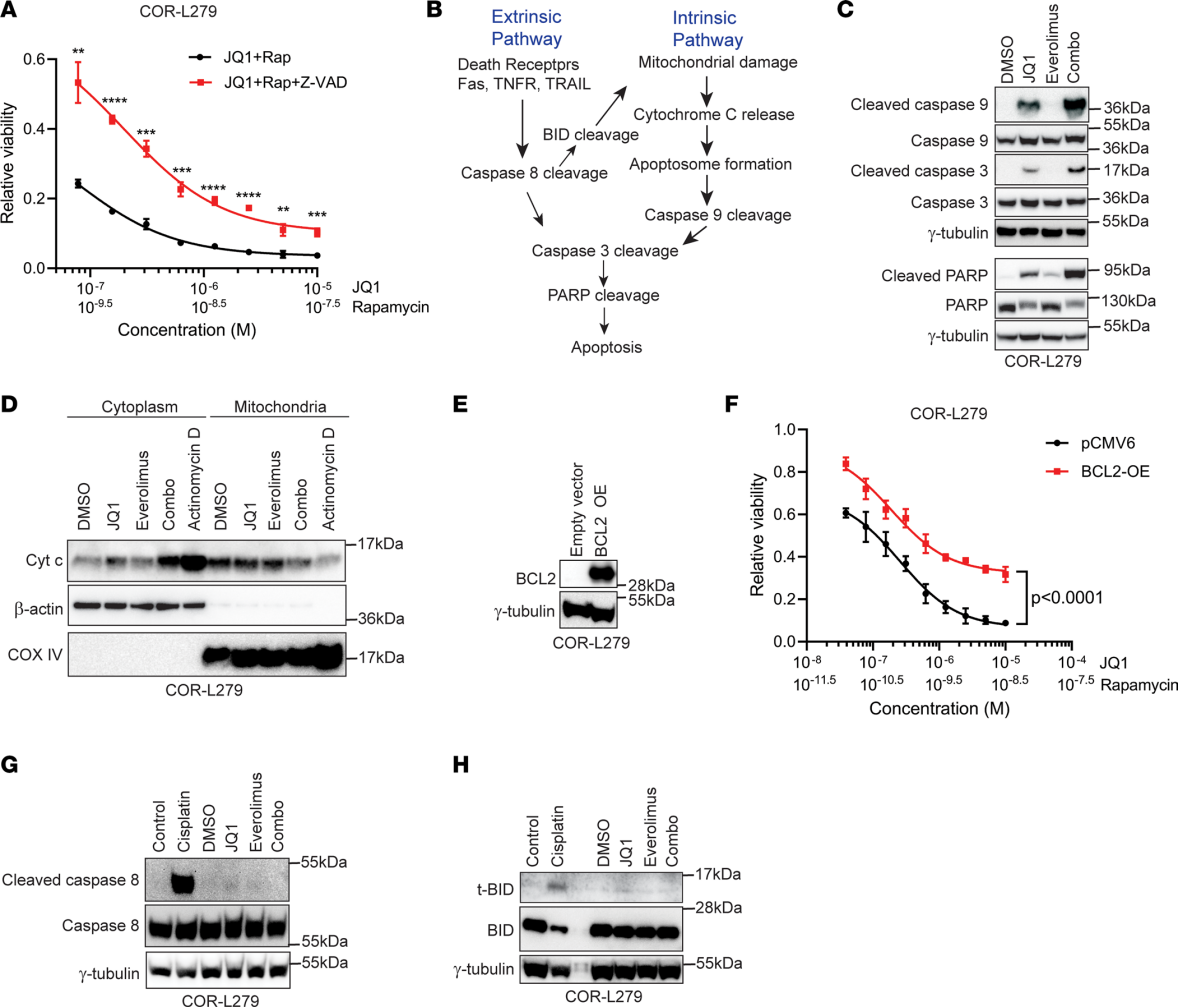
mTOR inhibition amplifies the BETi-induced apoptosis via the intrinsic apoptotic cascade in SCLC. (**A**) A pancaspase inhibitor, Z-VAD-FMK (2.5 μM), ameliorates the growth inhibition caused by the rapamycin/JQ1 combo treatment (72 hours) in COR-L279 cells. (**B**) A diagram illustrating the intrinsic and extrinsic apoptotic cascades. (**C**) Western blots show the cleavage of caspase 9, caspase 3, and PARP in COR-L279 cells following a 24-hour treatment of JQ1 (1 μM), everolimus (6.25 nmol/L), or their combination. The results were obtained from the same biological samples run in 2 gels on the same day. (**D**) Western blots show cytochrome c levels in mitochondrial and cytoplasmic fractions of COR-L279 cells after a 16-hour treatment of JQ1 (1 μM), everolimus (6.25 nmol/L), or their combination. Actinomycin D serves as a positive control, and β-actin and COX IV are loading controls for cytoplasmic and mitochondrial fractions, respectively. (**E**) Western blots show ectopic expression (OE) of BCL2 in COR-L279 cells. (**F**) Effects of ectopic BCL2 on COR-L279 cell viability after a 72-hour treatment of the rapamycin/JQ1 combination. (**G** and **H**) Western blots show cleaved caspase 8 and t-BID in COR-L279 cells treated with JQ1 (1 μM), everolimus (6.25 nmol/L), or their combination. Cisplatin at 20 and 50 μM/ were used as positive controls. The significance of the 2-group comparisons in **A** and **F** was determined using the Student’s *t* test with the FDR multiple comparison corrections, and each symbol and error bar shows the mean ± SD of at least 4 replicates. **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 3:**
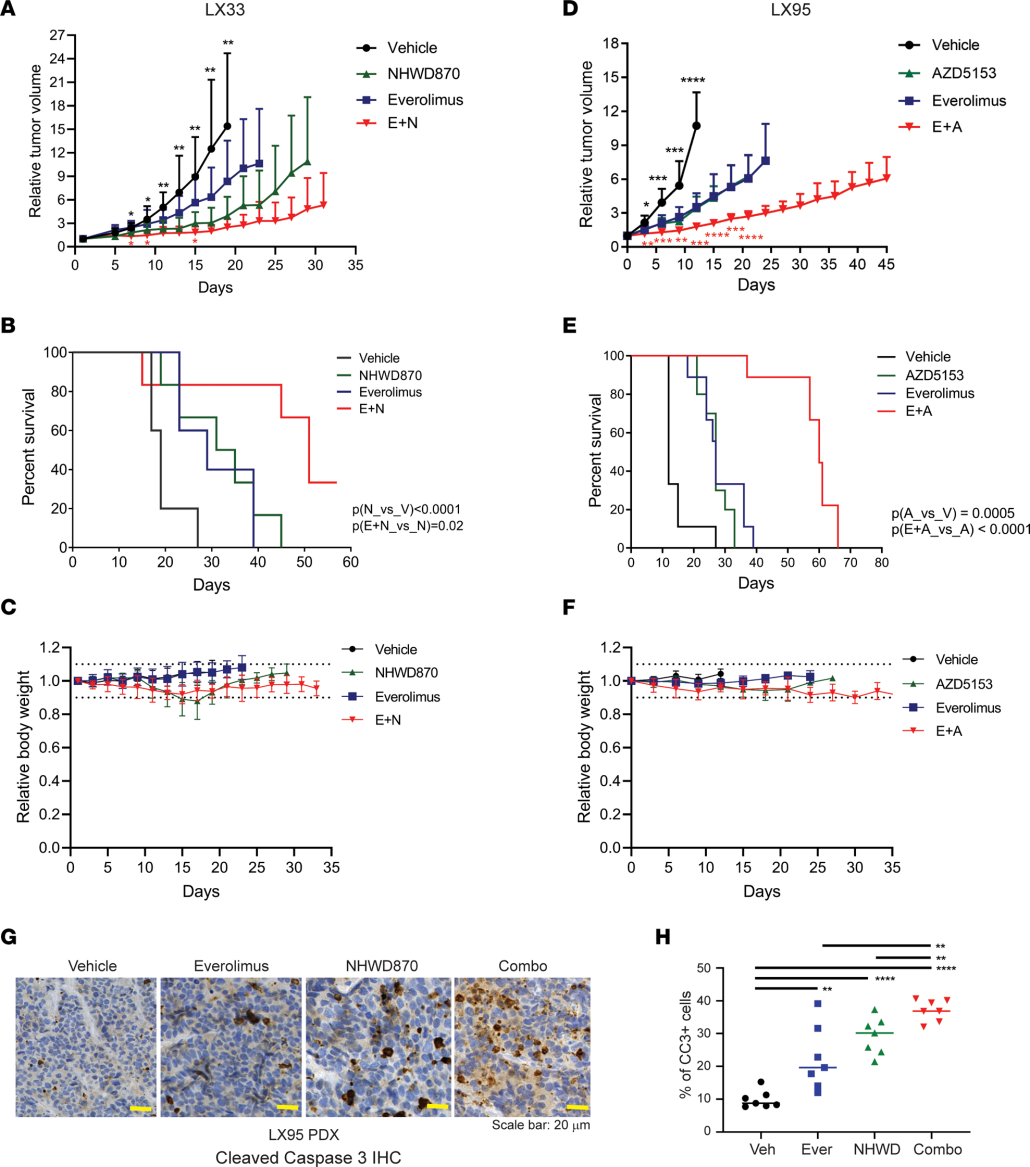
mTOR inhibition augments the antitumor effects of BETis by increasing apoptosis in vivo. (**A** and **B**) The combination of everolimus (3 mg/kg, daily) and NHWD870 (3 mg/kg, daily) was more effective than single agents in controlling tumor growth as shown in A and prolonging survival as shown in B in LX33, an SCLC-N PDX model (*n* ≥ 10 per group). (**C**) Relative BW changes of the mice in **A**. (**D** and **E**). The combination of everolimus and AZD5153 (both at 1 mg/kg, daily) was more effective than single agents in controlling tumor growth as shown in **D** and prolonging survival as shown in **E** in LX95, an SCLC-A PDX model (*n* = 9 per group). (**F**) Relative BW changes of the mice in **D**. (**G** and **H**) Representative images and quantification of cleaved caspase 3 IHC staining in LX95 PDX tumors after a 1-week treatment of everolimus (2 mg/kg, daily), NHWD870 (1.5 mg/kg, daily), or the combination (everolimus 1.5 mg/kg and NHWD870 1 mg/kg, daily). *n* = 7 per group. Horizontal lines in **H** represent medians. The significance of the 2-group comparisons was determined using the Student’s *t* test with the FDR multiple comparison corrections in **A** and **D**, the log-rank test in **B** and **E**, and the ANOVA test with Dunnett’s multiple test corrections in **H**. Statistically significant differences in tumor volumes between the BETi single-agent and vehicle groups are indicated with black asterisks, while red asterisks mark the statistically significant changes between the combo and the BETi single-agent groups in **A** and **D**. Dotted lines represent 10% weight gain or loss in **C** and **F**. Data are shown as mean ± SD; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. A, AZD5153; E, everolimus; N, NHWD870; V, vehicle; CC3, cleaved caspase 3. Scale bar: 20 µm.

**Figure 4:**
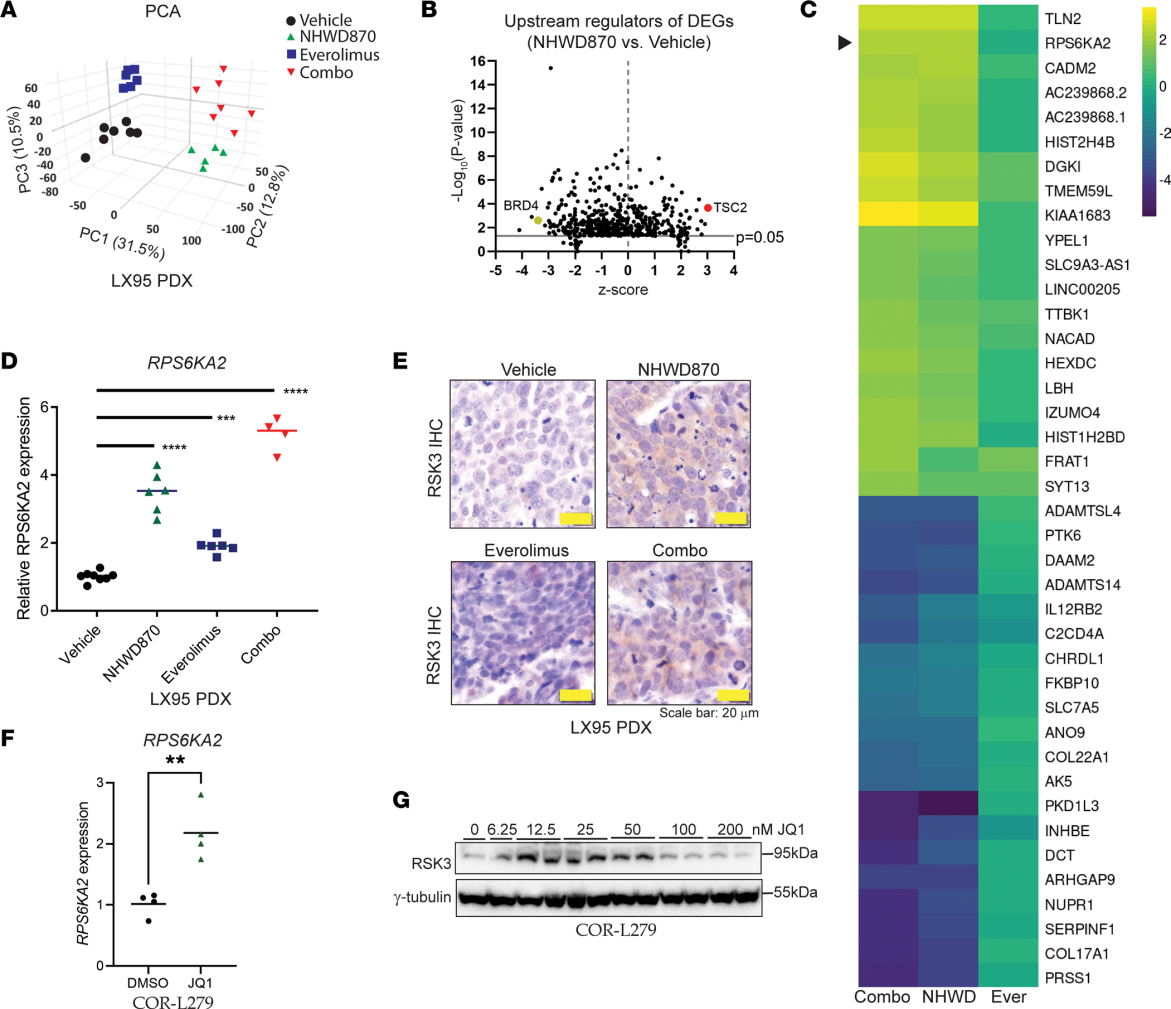
BETi upregulates *RPS6KA2* and its encoded protein RSK3 in SCLC in vitro and in vivo. (**A**) Principal Component Analysis plot showing clustering of the RNA-Seq transcriptomes of LX95 PDXs in the experiment described in Figure 3H. Due to insufficient RNA, 2 tumors from the NHWD870 group and 1 from the Everolimus group were not profiled. (**B**) Volcano plot showing the predicted upstream regulators on the basis of the significant genes (>2-fold change and adjusted *P* < 0.05) in the tumors treated with NHWD870 versus Vehicle in **A**. The *y* axis displays the statistical significance and the *x* axis shows the degree of activation/inhibition (*Z* score). (**C**) Heatmap of the top 20 up- and downregulated genes in the Combo group relative to the Vehicle group. The arrowhead points to *RPS6KA2*. (**D** and **E**) qPCR and IHC staining assessing expression of *RPS6KA2* gene and RSK3 protein in the LX95 PDX tumors in **A**, respectively. (**F** and **G**) *RPS6KA2* gene and RSK3 protein expression in COR-L279 cells following 1-week treatment of JQ1 at 50 nmol/L in **F** or at the specified doses in **G**. Fresh media and JQ1 were replenished every 3 days. Two experimental replicates were used for JQ1 doses greater than or equal to 12.5 nmol/L. The significance of the 2-group comparisons was determined using the ANOVA test with Dunnett’s multiple test corrections in **D** and the Student’s *t* test in **F**. **P < 0.01; ***P < 0.001; ****P < 0.0001. Scale bar: 20 µm.

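The 20 genes listed as upregulated and the 20 listed as downregulated in the heatmap were all tested. In Combo versus Vehicle tumors, each of the 40 passed the threshold of a 2-fold change and an adjusted P value below 0.05 in edgeR's quasi-likelihood test, in the listed direction. None of them overlapped between the groups (chance gives 0.0583% for an unselected gene with 7 tumors against 7). The figure lists them as the top changes of this comparison in the same tumors, so both results were largely set by that choice. The log2 fold changes ran from 1.52 to 3.47 for the upregulated genes and from -4.88 to -2.03 for the downregulated genes. In NHWD870 versus Vehicle tumors, 19 of the 20 upregulated and all 20 downregulated genes also passed. The exception, FRAT1, had a log2 fold change of 0.69 in NHWD870 (edgeR adjusted p = 0.000563), 1.33 in Everolimus (edgeR adjusted p = 7.97e-07), and 1.87 in Combo tumors (edgeR adjusted p = 5.51e-12). The difference in FRAT1 between Combo and NHWD870 tumors was 1.18 (edgeR adjusted p = 9.3e-05). In Everolimus versus Vehicle tumors, 4 of the 40 genes passed: TMEM59L, FRAT1, and SYT13 rose and C2CD4A fell. Ordered by log2 fold change over all tested genes, 3 of the 20 upregulated and 2 of the 20 downregulated genes were among the 20 largest changes in their direction, and 8 and 9 were when a mean of at least 50 counts was required. The value of HIST2H4B is uncertain, because near-identical histone gene copies could share reads, which was not tested.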

**Figure 5:**
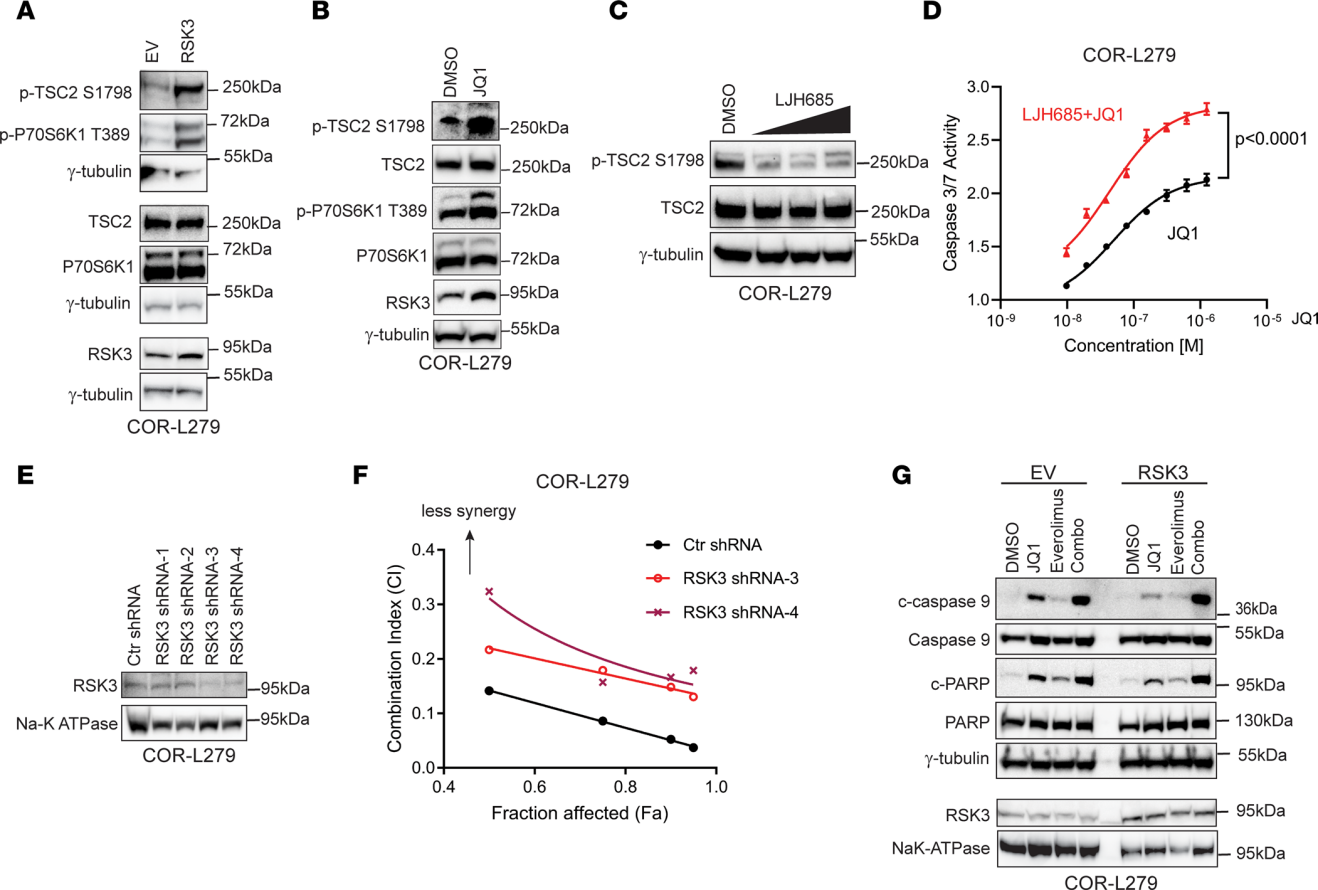
RSK3 upregulation attenuates the BETi-induced apoptosis. (**A**) Overexpression of Myr-RSK3 increases phosphorylation at TSC2 S1798 and p70S6K1 T389 in COR-L279 cells. The results were obtained from the same biological samples run on 3 gels on different days. (**B**) JQ1 treatment (50 nmol/L, 7 days) induced the phosphorylation at TSC2 S1798 and p70S6K1 T389 in COR-L279 cells. (**C**) Reduction of TSC2 S1798 phosphorylation after LJH685 treatment at 5, 10, or 20 μM for 24 hours. (**D**) LJH685 (10 μM) augmented the JQ1-induced caspase 3/7 activation in COR-L279 cells. The significance of the 2-group comparisons was determined using the Student’s *t* test with the FDR multiple comparison corrections. The data are shown as mean ± SD of 4 replicates. (**E**) Western blot showing RSK3 KD by 4 shRNAs in COR-L279 cells. NaK-ATPase serves as a loading control for membrane fraction proteins. (**F**) The synergy plot shows that RSK3 KD attenuated the synergy of the rapamycin/JQ1 combination in COR-L279 cells. (**G**) Overexpression of Myr-RSK3 attenuated apoptosis in COR-L279 cells treated with JQ1 but not in those receiving the everolimus and JQ1 combination. One day after transient transfection of Myr-RSK3 or EV, COR-L279 cells were treated with JQ1 (1 μM), everolimus (10 nmol/L), or their combination for 24 hours before measuring cleaved PARP and caspase 9. The results on RSK3 and its loading control NaK-ATPase were from a repeat experiment.

**Figure 6:**
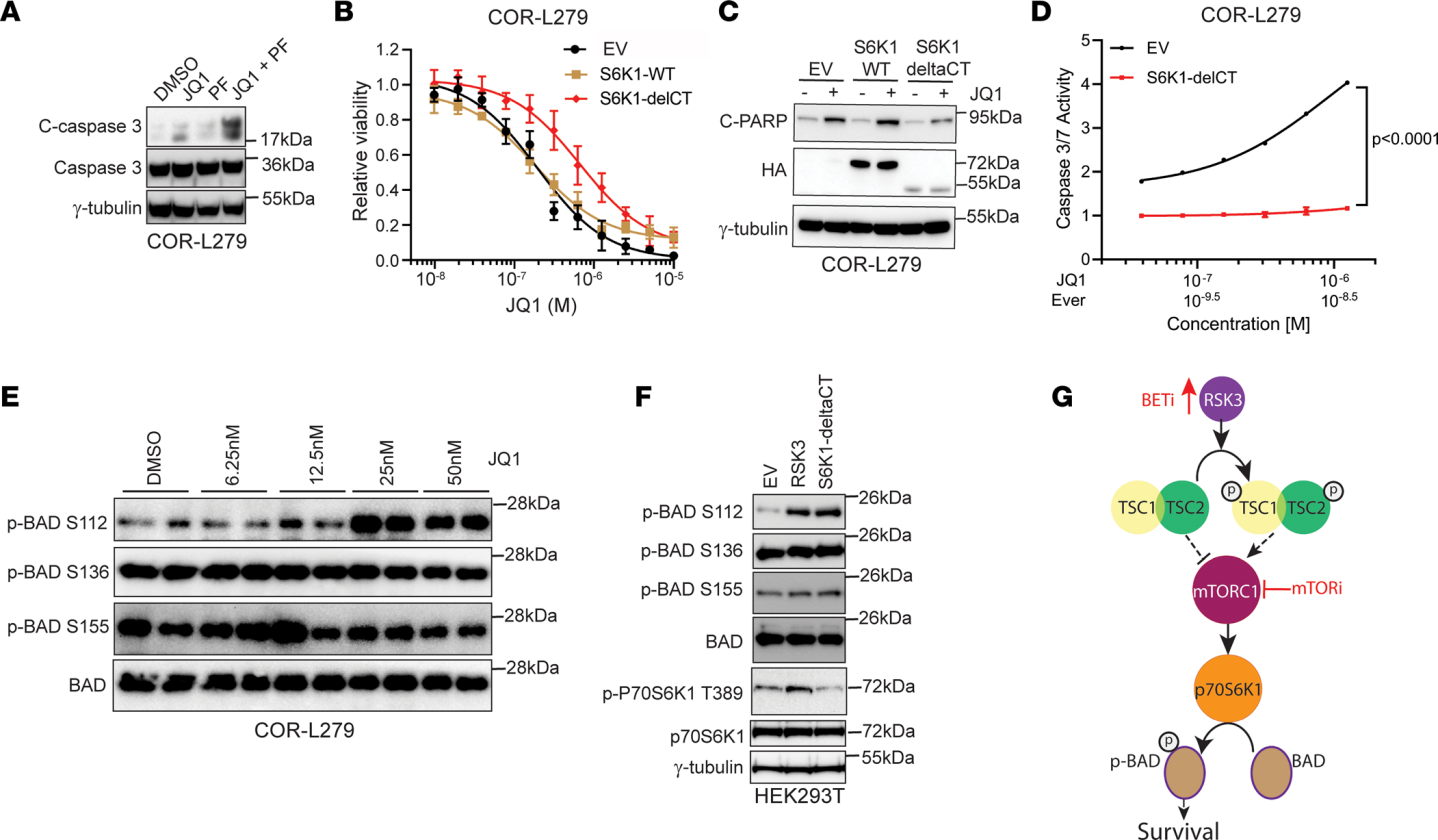
p70S6K1 mediates the antiapoptotic effects of RSK3. (**A**) Cleavage of caspase 3 in COR-L279 cells at 24 hours after treatment with JQ1 (1.67 μM), PF-4708671 (PF; 16 μM), or their combination. (**B** and **C**) Overexpression of an active form of rat S6K1 (HA-S6K1-ΔCT), but not its WT (HA-S6K1-WT), attenuated the JQ1-induced growth inhibition and apoptosis in COR-L279 cells. JQ1 was administered at the specified doses for 72 hours 2 days after transfection as shown in **B** or at 1 μM for 24 hours as shown in **C**. (**D**) Overexpression of S6K1-ΔCT attenuated the apoptosis induced by the everolimus and JQ1 combination. Two days after transfection with S6K1-ΔCT or EV, COR-L279 cells were treated with the JQ1 and everolimus at a fixed ratio for another 48 hours before the caspase 3/7 activity was measured. The significance of the 2-group comparisons was determined using the Student’s *t* test with the FDR multiple comparison corrections. (**E**) Western blots show changes in BAD phosphorylation at S112, S136, and S155 after 1-week JQ1 treatment. (**F**) Effects of RSK3 and S6K1-ΔCT overexpression on BAD phosphorylation in HEK293T cells. (**G**) A proposed model shows that BETi induces RSK3 in SCLC, which activates the TSC2-mTOR-p70S6K1-BAD pathway to increase cell survival, and mTORi blocks this protective signaling and augments BETi-induced apoptosis. Error bar represents SD of at least 4 replicates in **B** and **D**. The results in **E** and **F** were obtained from the same biological samples run in separate gels in parallel on the same day.

# Supplementary material for: mTOR inhibition overcomes RSK3-mediated resistance to BET inhibitors in small cell lung cancer
**Source:** JCI Insight. 2023 Mar 8;8(5):e156657. doi: 10.1172/jci.insight.156657
**Supplement:** Supplemental data

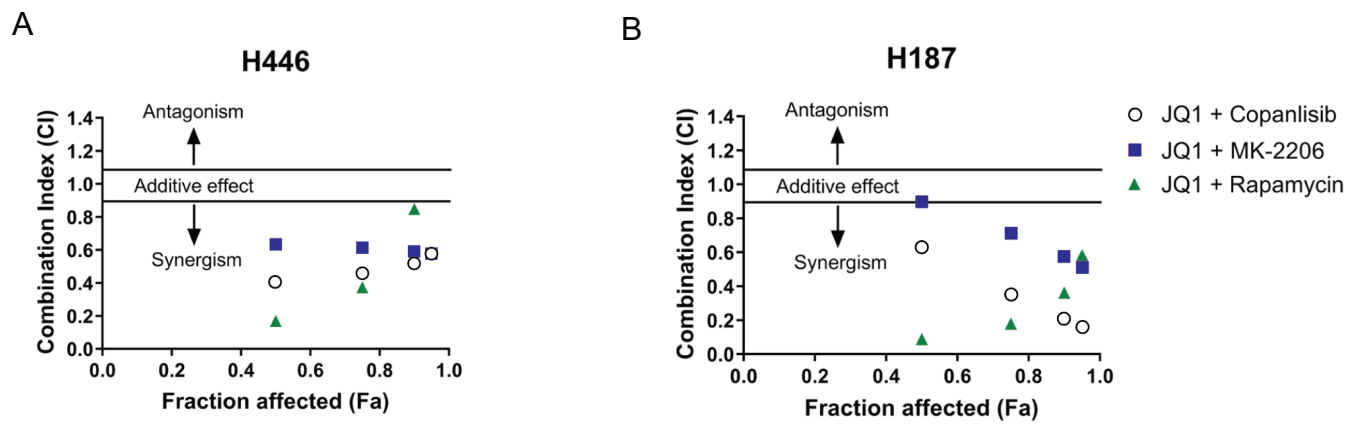

**Supplemental Figure S1. The mTORi/BETi combination resulted in a stronger synergy than the AKTi/BETi or the PI-3Ki/BETi combinations.** Synergy plots showing CIs versus affected fractions in H446 (SCLC-N subtype; A) and H187 (SCLC-A subtype; B) 72 hours after treatment with JQ1 in combination with copanlisib (PI-3Ki), MK-2206 (AKTi), or rapamycin (mTORi).

A

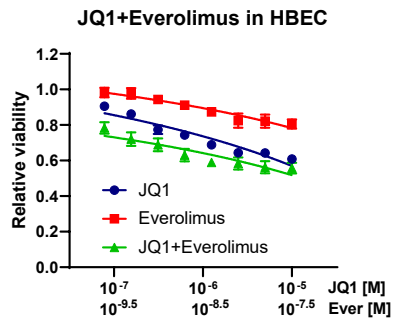

B

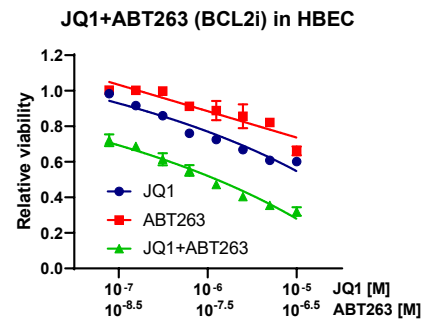

C

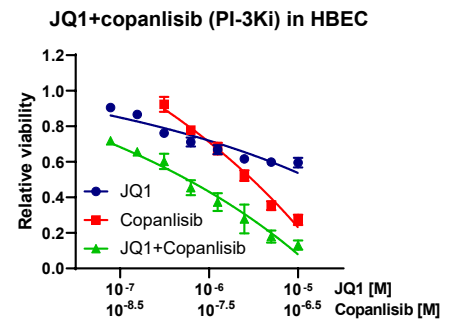

**Supplemental Figure S2. Effects of various drug combinations on the viability of immortalized human bronchial epithelial cells (HBEC).** The viability of HBEC cells following a 72-hour treatment of JQ1 in combination with everolimus (mTORi; A), ABT263 (BCL2i; B), or copanlisib (PI-3Ki; C) versus single agents.

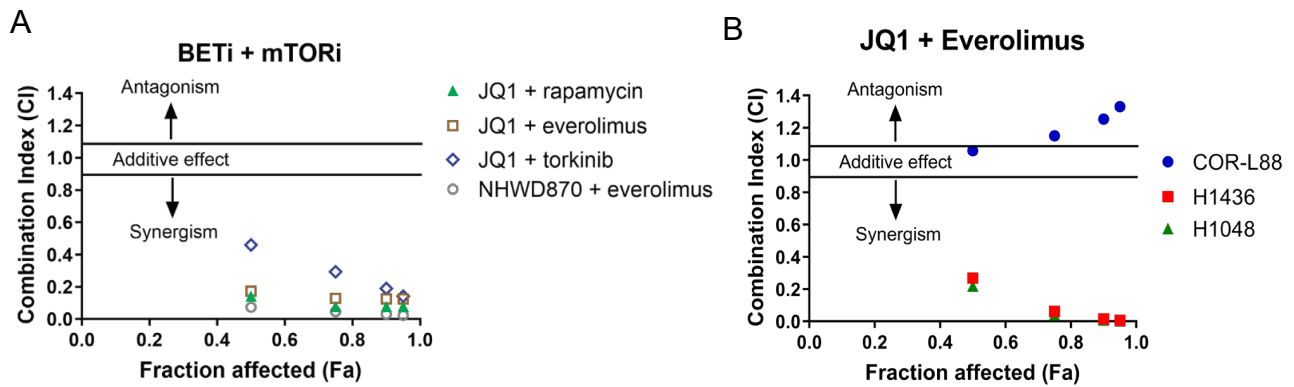

**Supplemental Figure S3. The synergy between mTORi and BETi is not restricted to a specific drug or the BETi-sensitive SCLC. (A)** Synergy plots showing CIs versus affected fractions in COR-L279 cells following a 72-hour combinatorial treatment of various mTOR and BET inhibitors. **(B)** Synergy plot showing CIs versus affected fractions in three BETi-resistant SCLC lines (SCLC-A subtypes: COR-L88 and H1436; SCLC-Y subtype: H1048) following a 72-hour treatment with the everolimus and JQ1 combination.

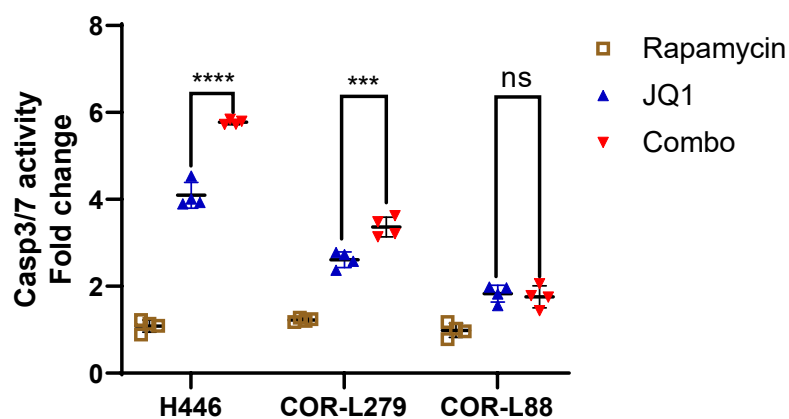

**Supplemental Figure S4. Everolimus augments the JQ1-induced apoptosis in H446 and COR-L279 but not in COR-L88 cells.** Caspase 3/7 activity was measured at the 48-hour interval in H446, COR-L279, and COR-L88 cells treated with DMSO, rapamycin (50 nmol/L), JQ1 (0.5 micromol/L), and their combination, and the results were presented as the relative changes to untreated cells. The significance of the two-group comparisons was determined using the Student's *t*-test with FDR multiple comparison corrections. ns, not significant; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $P < 0.0001$ .

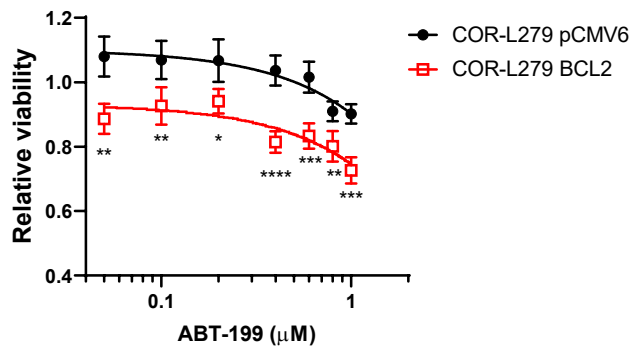

**Supplemental Figure S5. Ectopic BCL2 increases the sensitivity of COR-L279 cells to ABT-199, a BCL2 inhibitor.** The significance of the two-group comparisons was determined using the Student's *t*-test with the FDR multiple comparison corrections. Error bars represent the SD of four replicates. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $P < 0.0001$ .

A

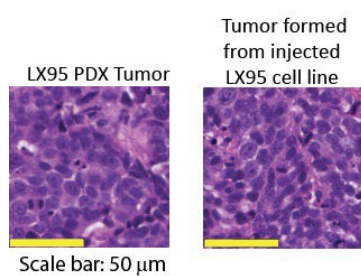

B

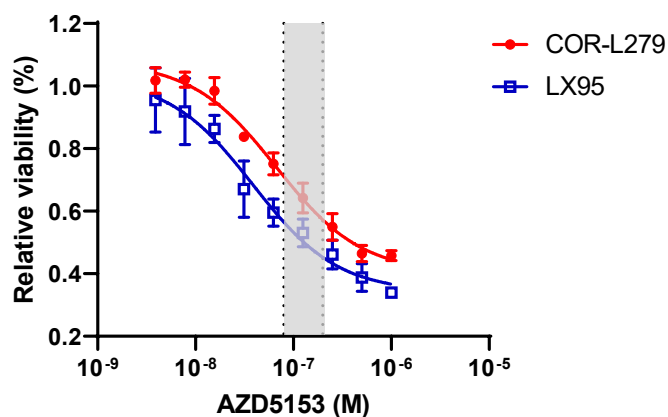

**Supplemental Figure S6. The LX95 tumor cell line, established from an SCLC-A subtype PDX, shows exquisite sensitivity to AZD5153 in vitro. (A)** A representative histological image of the xenograft tumors formed from the injected LX95 cells (right) was compared to one from LX95 PDX tumor block (left). **(B)** Relative viability of COR-L279 and LX95 cells after a 72-hour treatment of AZD5153. The gray column represents the in vitro dose ranges of AZD5153 (80-200 nmol/L) corresponding to the plasma Cmax in the patients receiving 10-40 mg daily in a phase I trial.

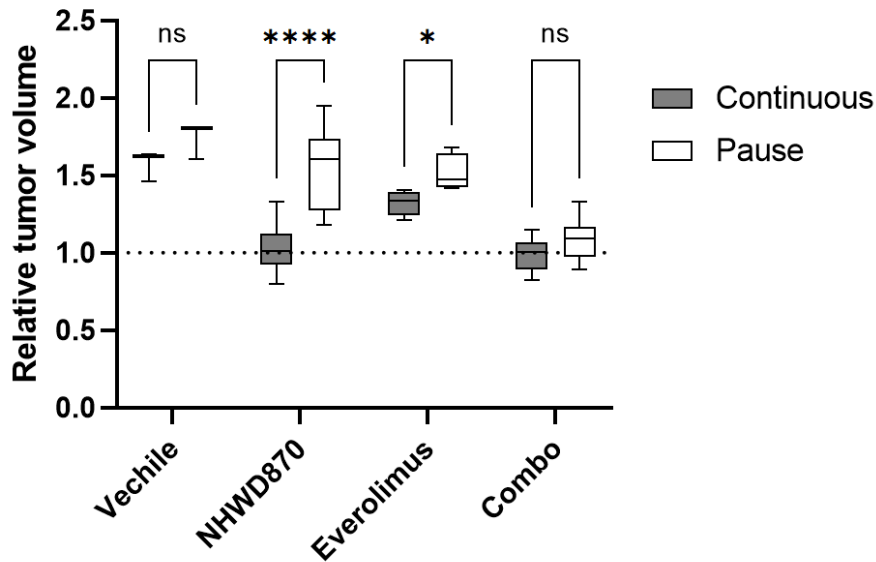

**Supplemental Figure S7. A short-term pause of the everolimus/NHWD870 combo treatment did not affect tumor volume control in the LX95 model.** Relative tumor volume changes of LX95 tumors in mice receiving continuous treatments of vehicle, everolimus (2 mg/kg daily), NHWD870 (1.5mg/kg, daily), or the combination (NHWD870 1 mg/kg and everolimus 1.5mg/kg, daily) versus those with a 3-day treatment pause. n=3-10 per group. The significance of tumor volume changes between the treatment pause groups and the continuous groups was determined using the Student's *t*-test with the FDR multiple comparison corrections. Whiskers represent minimum to maximum, and boxes show the first, median, and third quartile. The dotted line represents no tumor growth. Where indicated, \*,  $p < 0.05$ ; \*\*\*\*,  $p < 0.0001$ ; ns, not significant.

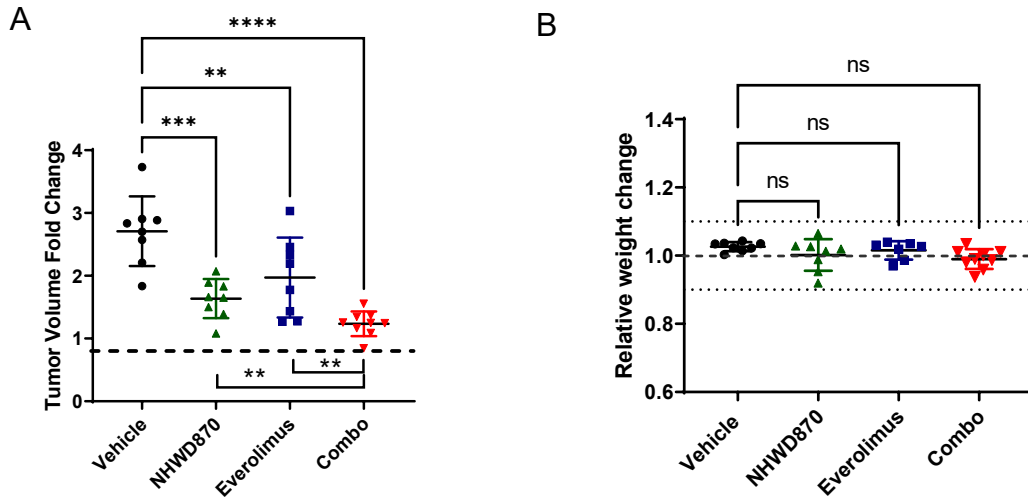

**Supplemental Figure S8. Relative tumor volume and body weight changes after one-week treatment of the everolimus/NHWD870 combination in the LX95 PDX model.** Relative tumor volume and body weight changes of LX95 PDXs after one-week treatment of vehicle, NHWD870 (1.5mg/kg, daily), everolimus (2mg/kg, daily), or their combination (everolimus 1.5mg/kg and NHWD870 1mg/kg, daily).  $n \geq 8$  per group. The significance of the two-group comparisons was determined using the ANOVA test with Dunnett's multiple test correction. Error bars represent SD. ns, not significant; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ .

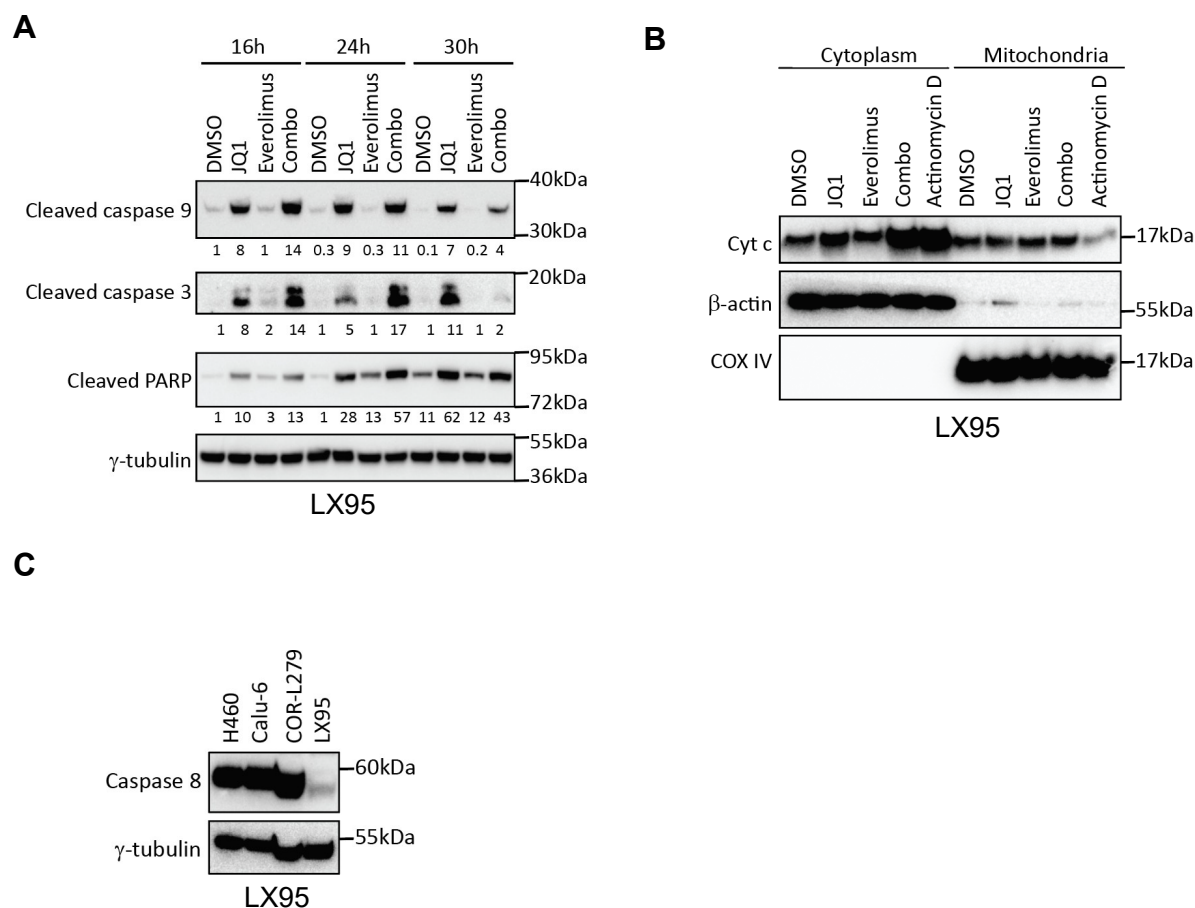

**Supplemental Figure S9. Everolimus augments the JQ1-induced apoptosis via the intrinsic apoptotic cascade in LX95 cells.** (A) Western blots show cleavage of caspase 9, caspase 3, or PARP at the 16-hour, 24-hour, and 30-hour intervals in LX95 cells treated with JQ1 (156 nmol/L), everolimus (6.25 nmol/L), or the combination. (B) Western blots show cytochrome c (Cyt c) abundance in the mitochondrial and cytoplasmic fractions of LX95 cells following a 16-hour treatment of JQ1 (1 micromol/L), everolimus (6.25 nmol/L), or their combination. Actinomycin D (1 microgram/ml, 16 hours) was used as a positive control. (C) Western blots showing expression of caspase 8 in two non-small cell lung cancer lines (H460 and Calu-6) and two SCLC lines (SCLC-N: COR-L279 and SCLC-A: LX95).

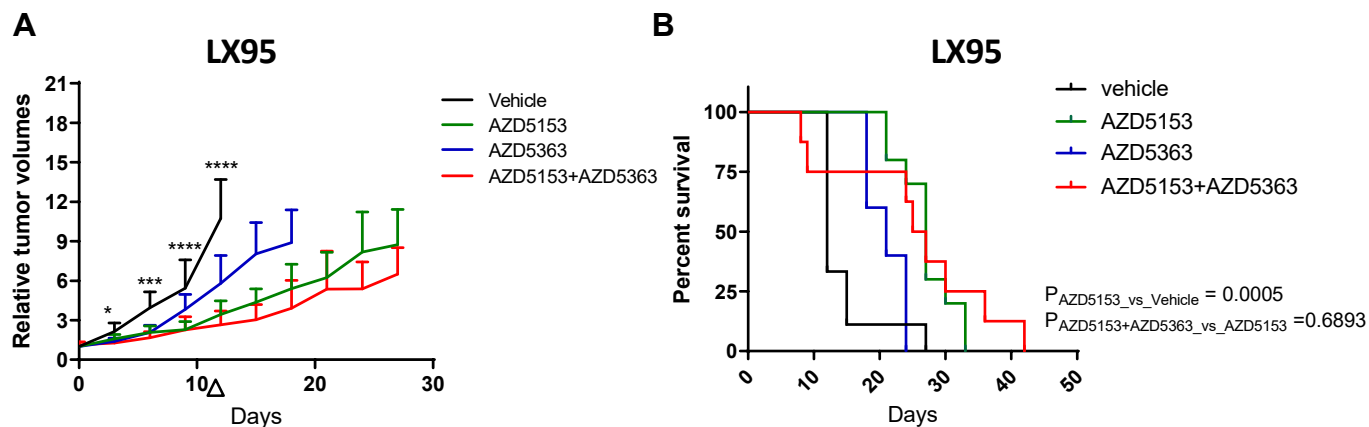

**Supplemental Figure S10. The combination of AZD5363 (AKTi) and AZD5153 (BETi) failed to improve tumor control or extend survival in the LX95 PDX model. (A)** Relative tumor volume changes within 29 days of drug administration. LX95 PDX mice were initially treated with single-agent AZD5153 (1.5 mg/kg, daily), single-agent AZD5363 (50 mg/kg, daily), or the combination (AZD5153 1 mg/kg and AZD5363 50 mg/kg, daily). Due to premature deaths in the combo group, the dose of AZD5363 in the combination group was reduced to 30mg/kg two weeks after the first dose (triangle). Black asterisks indicate a statistically significant change in tumor volume in the AZD5153 single-agent group compared to Vehicle, as determined by the Student's *t*-test with the FDR multi-comparison corrections. Error bars represent SD. \*,  $p < 0.05$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . **(B)** Kaplan-Meier survival curves of (A). The significance of the two-group comparisons in (B) was determined by the Log-rank test.

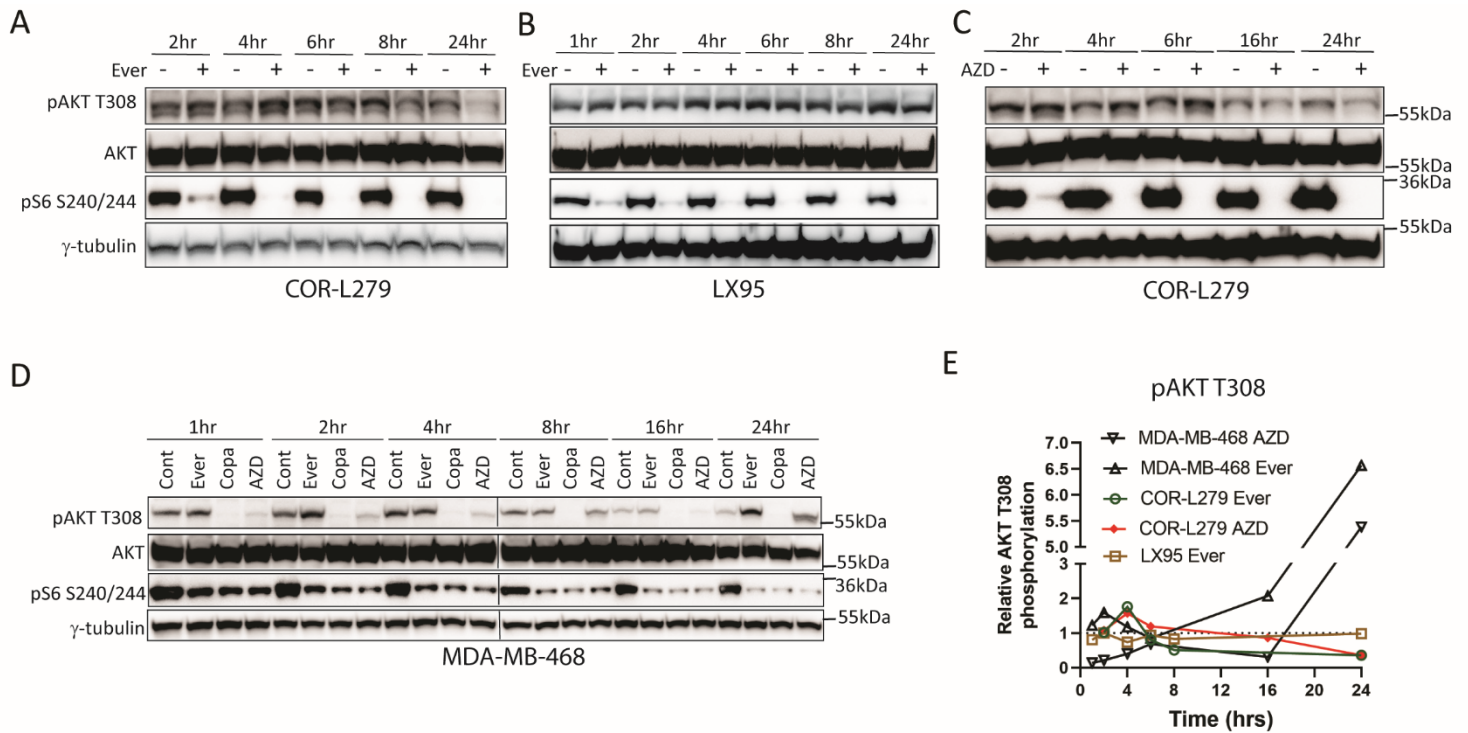

**Supplemental Figure S11. mTOR inhibition does not activate the RTK feedback loop in SCLC.** (A-C) Western blots show the changes of AKT T308 phosphorylation after treatment of everolimus (5 nmol/L) in COR-L279 (A) and LX95 cells (B), or after treatment of AZD8055 (a mTORi; 500 nmol/L) in COR-L279 cells (C). Phosphorylation of S6 S240/244 was assessed to ensure mTOR inhibition after drug treatment. (D) Western blots show the dynamic changes of AKT T308 phosphorylation in MDA-MB-468 cells after treatment with everolimus (5 nmol/L) or AZD8055 (500 nmol/L). Copanlisib (1 micromol/L) was used as a positive control. (E) Densitometry of phos-AKT T308 from (A-D). AZD, AZD8055.

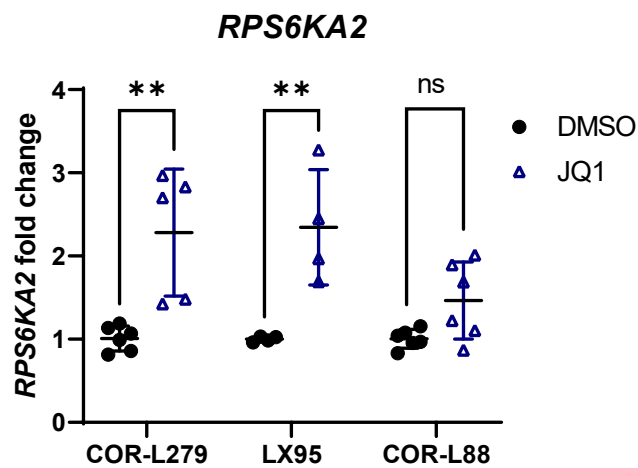

**Supplemental Figure S12. JQ1 induces *RPS6KA2* expression in COR-L279 and LX95 but not in COR-L88 cells.** COR-L279 and COR-L88 cells were treated with JQ1 (100 nmol/L) for 7 days, while LX95 cells were treated with JQ1 (250 nmol/L) for 24 hours. The significance of the two-group comparisons was determined using the Student's *t*-test with the FDR multiple comparison corrections. Where indicated, \*\*,  $p < 0.01$ ; ns, not significant.

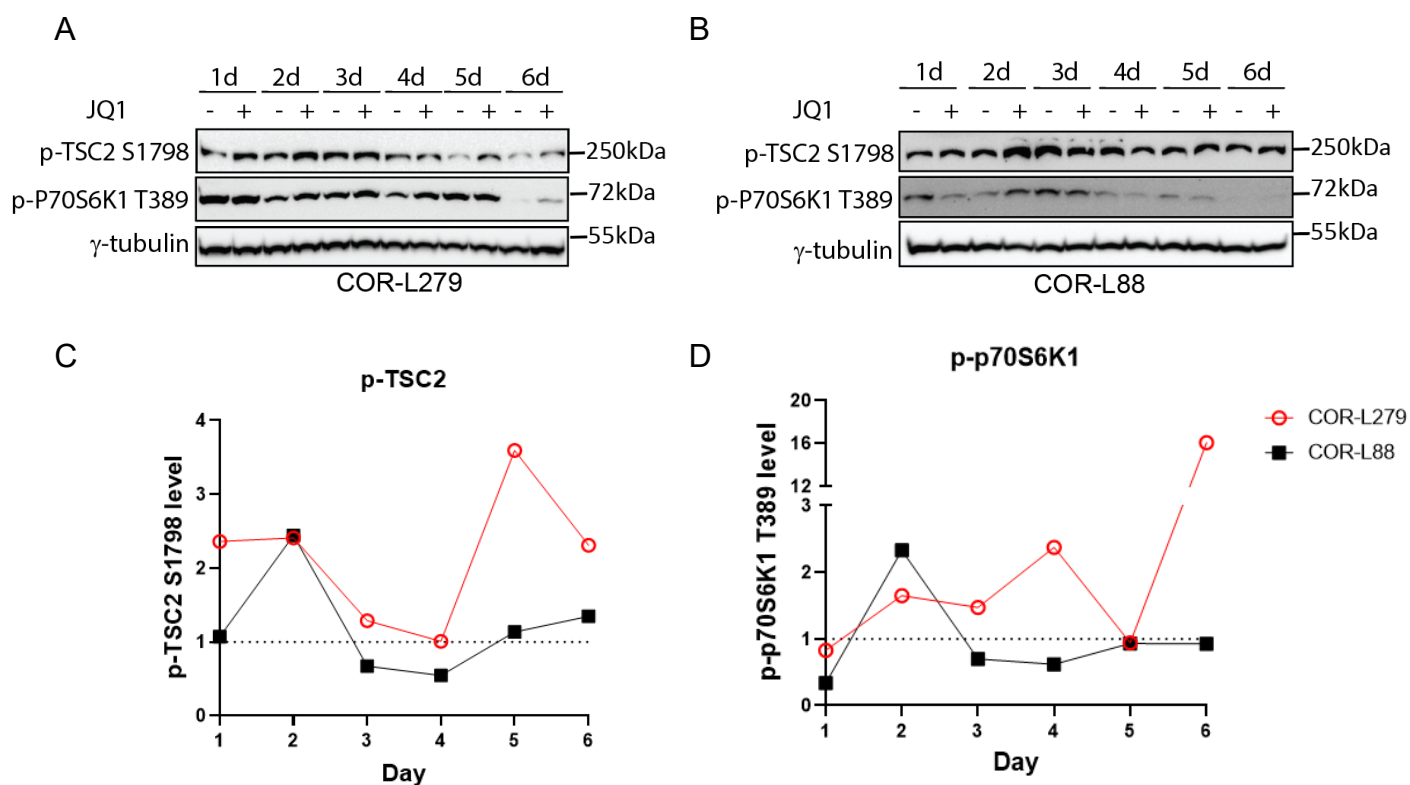

**Supplemental Figure S13. The temporal changes of phos-TSC2 S1798 and phos-p70S6K1 T389 in COR-L279 and COR-L88 cells during a 6-day course of JQ1 treatment.** COR-L279 (A) and COR-L88 (B) cells were treated with JQ1 (100 nmol/L) or DMSO for six days, and fresh media with the drugs were replenished every 2 days. (C) Densitometry of phos-TSC2 S1798 in (A-B). (D) Densitometry of phos-p70S6K1 T389 in (A-B).

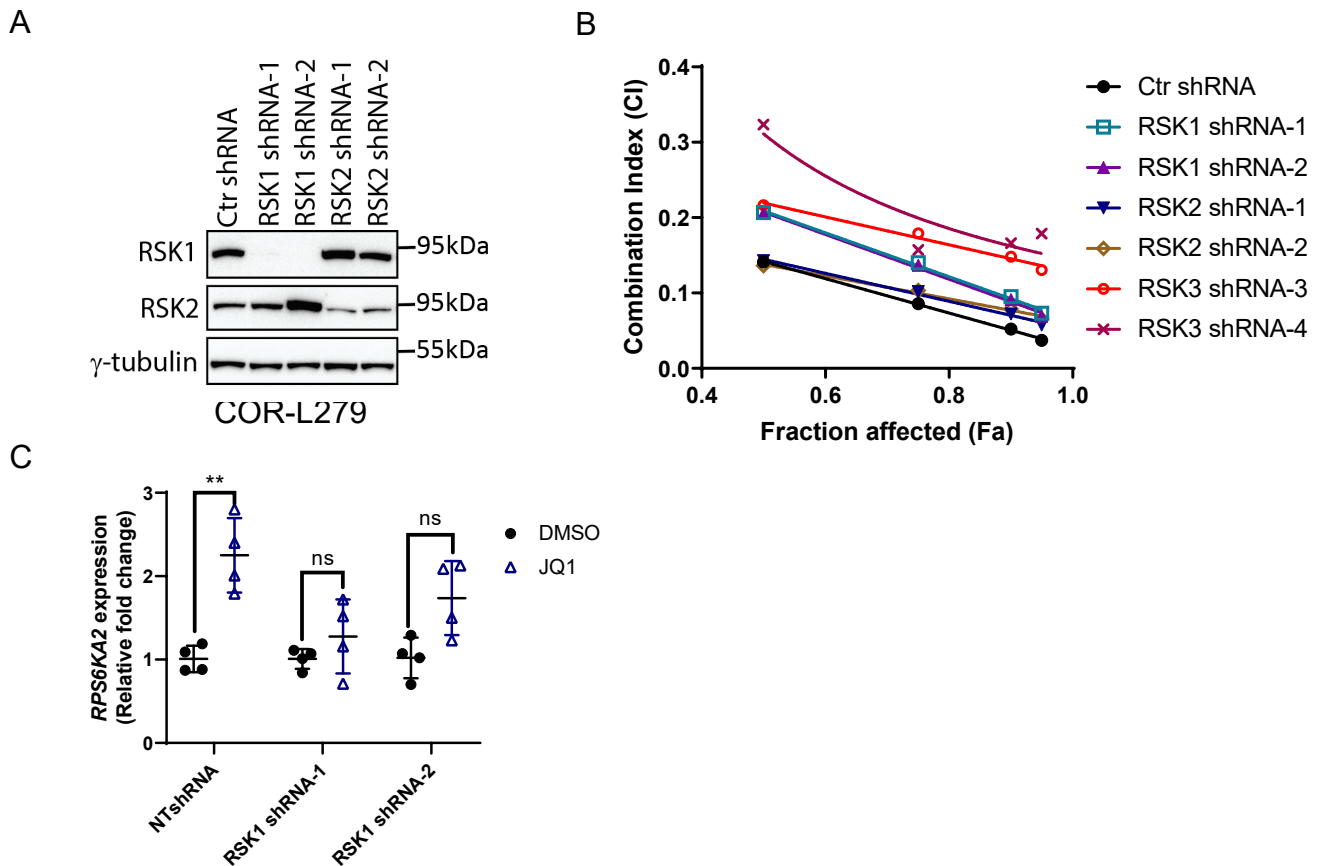

**Supplemental Figure S14. RSK1 impacts the synergy of mTORi and BETi in part by regulating the BETi-induced *RPS6K42* expression.** (A) Western blots showing knockdown of RSK1 and RSK2 in COR-L279 cells by shRNAs. (B) A synergy plot comparing the combination index of the JQ1 and rapamycin combo in the COR-L279 stably expressing shRNA targeting RSK1, RSK2, or RSK3. (C) Effect of RSK1 knockdown on the *RPS6K42* induction by JQ1 (0.5 micromol/L, 24 hours) in COR-L279 cells. The significance of the two-group comparisons was determined using the Student's *t*-test with the FDR multiple comparison correction. \*\*,  $p < 0.01$ ; ns, not significant.

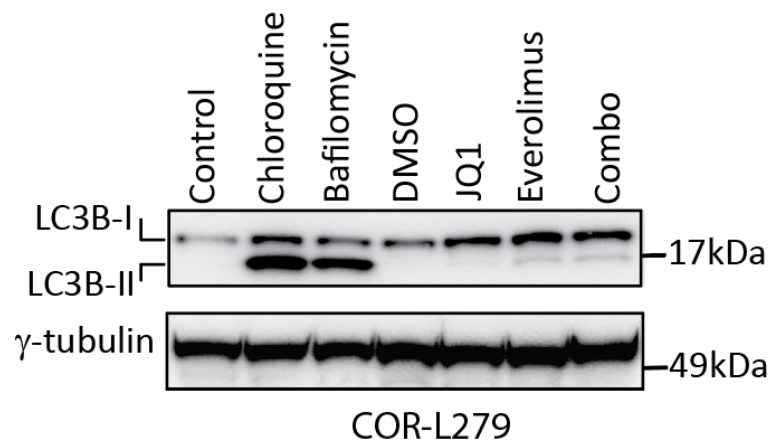

**Figure S15. JQ1 does not affect the everolimus-induced autophagy in COR-L279 cells.** COR-L279 cells were treated with JQ1 (1 micromol/L), everolimus (6.25 nmol/L), or the combination for 24 hours before measurement of the LC3B-I and LC3B-II levels. Chloroquine (200 micromol/L, 24 hours) and bafilomycin (150 nmol/L, 24 hours) were used as positive controls.

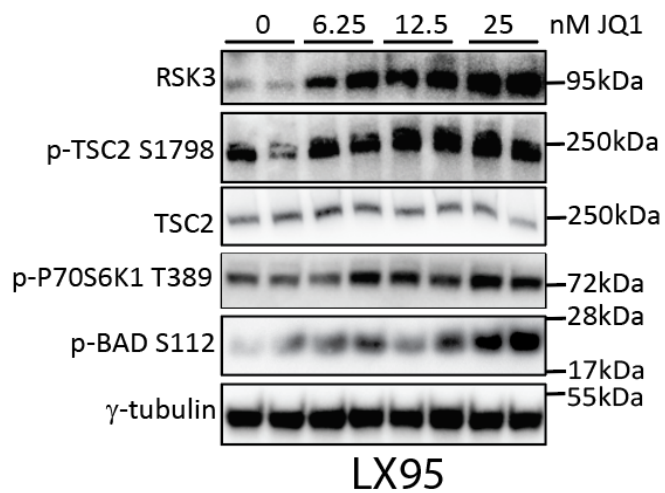

**Supplemental Figure S16. JQ1 induces phos-BAD S112 by activating the RSK3-TSC2-p70S6K1 cascade in LX95 cells.** Western blots show the alterations in RSK3, phos-TSC2 S1798, phos-P70S6K1 T389, and phos-BAD S112 expression in LX95 cells following one-week treatment of JQ1 at the specified doses. Fresh media and JQ1 were replenished every three days. Two experimental replicates were used.

# Supplementary material for: mTOR inhibition overcomes RSK3-mediated resistance to BET inhibitors in small cell lung cancer
**Source:** JCI Insight. 2023 Mar 8;8(5):e156657. doi: 10.1172/jci.insight.156657
**Supplement:** Supplemental table 2

**Supplemental Table S2.** The targets and the concentration ranges of the drugs showing synergy with JQ1 in  $\geq 3$  SCLC cell lines in the 10x10 screens.

| Name                   | Target pathway(s)                               | Dose range tested  |
|------------------------|-------------------------------------------------|--------------------|
| Rapamycin (sirolimus)  | mTOR (mTORC1)                                   | 39.06-40,000nmol/L |
| Everolimus             | mTOR (mTORC1)                                   | 39.06-40,000nmol/L |
| Ridaforolimus          | mTOR (mTORC1)                                   | 39.06-40,000nmol/L |
| GDC-0980 (Apitolisib)  | Both PI-3K and mTORC1/2                         | 39.06-40,000nmol/L |
| Copanlisib             | PI-3K                                           | 15.63-4,000nmol/L  |
| ZSTK-474               | PI-3K                                           | 39.06-40,000nmol/L |
| MK-2206                | AKT                                             | 39.06-40,000nmol/L |
| PHA-793887             | CDK2/1/4                                        | 39.06-40,000nmol/L |
| Milciclib              | CDK2 and tropomyosin receptor kinase (TRK) A    | 39.06-40,000nmol/L |
| Dinaciclib (SCH727965) | CDK1/2/5/9                                      | 1.95-500nmol/L     |
| Navitoclax (ABT-263)   | Bcl-2 and Bcl-xL                                | 39.06-40,000nmol/L |
| Doxorubicin            | DNA                                             | 19.53-5,000nmol/L  |
| Afatinib               | Epidermal growth factor receptor (EGFR)         | 39.06-40,000nmol/L |
| MLN-4924               | NEDD8-Activating Enzyme                         | 39.06-40,000nmol/L |
| Carfilzomib            | Proteasome                                      | 3.91-1,000nmol/L   |
| Tanespimycin           | HSP90                                           | 39.06-40,000nmol/L |
| Danuserib              | Pan-Aurora kinase and ABL kinase                | 19.53-5,000nmol/L  |
| ARRY-520               | Kinesin spindle protein                         | 0.78-200nmol/L     |
| OTS-167                | Maternal embryonic leucine zipper kinase (MELK) | 3.91-1,000nmol/L   |
| Tamoxifen              | Estrogen receptor                               | 39.06-40,000nmol/L |
| Mocetinostat           | histone deacetylase 1 (HDAC1)                   | 39.06-40,000nmol/L |
| Belinostat             | histone deacetylase (HDAC)                      | 39.06-40,000nmol/L |

# Supplementary material for: mTOR inhibition overcomes RSK3-mediated resistance to BET inhibitors in small cell lung cancer
**Source:** JCI Insight. 2023 Mar 8;8(5):e156657. doi: 10.1172/jci.insight.156657
**Supplement:** Supplemental table 4

**Supplemental Table S4.** The list of the antibodies used in this study.

| Antibody target   | Vendor and catalog number            | Dilution |
|-------------------|--------------------------------------|----------|
| $\beta$ -actin    | Santa Cruz Biotechnology, #sc-47778  | 1:2,000  |
| AKT               | Cell Signaling Technology, #2920     | 1:1,000  |
| Phos-AKT T308     | Cell Signaling Technology, #4056     | 1:1,000  |
| BAD               | Cell Signaling Technology, #9239     | 1:1,000  |
| Phos-BAD S112     | Cell Signaling Technology, #5284     | 1:1,000  |
| Phos-BAD S136     | Cell Signaling Technology, #4366     | 1:1,000  |
| Phos-BAD S155     | Cell Signaling Technology, #9297     | 1:1,000  |
| BID               | Cell Signaling Technology, #2002     | 1:1,000  |
| BCL2              | Santa Cruz Biotechnology, #SC-7382   | 1:200    |
| Cleaved caspase 3 | Cell Signaling Technology, #9661     | 1:1,000  |
| Caspase 3         | Cell Signaling Technology, #9662     | 1:1,000  |
| Cleaved caspase 8 | Cell Signaling Technology, #9496     | 1:1,000  |
| Caspase 8         | Cell Signaling Technology, #4790     | 1:1,000  |
| Cleaved caspase 9 | Cell Signaling Technology, #7237     | 1:1,000  |
| Caspase 9         | Cell Signaling Technology, #9502     | 1:1,000  |
| Cleaved caspase 3 | Cell Signaling Technology, #9661     | 1:1,000  |
| Caspase 3         | Cell Signaling Technology, #9662     | 1:1,000  |
| Cleaved PARP      | Cell Signaling Technology, #9542     | 1:1,000  |
| PARP              | Cell Signaling Technology, #9662     | 1:1,000  |
| COX IV            | Cell Signaling Technology, #4850     | 1:1,000  |
| Cytochrome C      | Abcam, #Ab110325                     | 1:2,000  |
| HA-tag            | Cell Signaling Technology, #3724     | 1:1,000  |
| LC-3B             | Cell Signaling Technology, #3868     | 1:1,000  |
| NaK-ATPase        | Santa Cruz Biotechnology, #sc-71638  | 1:1,000  |
| p70S6K1           | Cell Signaling Technology, #9202     | 1:1,000  |
| Phos-p70S6K1 T389 | Cell Signaling Technology, #9205     | 1:1,000  |
| RSK3              | Novus Biologicals, #NBP2-52555       | 1:1,000  |
| RSK3              | Origene, # TA809889                  | 1:1,000  |
| Phos-TSC Ser1798  | Santa Cruz Biotechnology, #sc-293149 | 1:1,000  |
| phos-S6 S240/244  | Cell Signaling Technology, #5364     | 1:1,000  |
| TSC2              | Cell Signaling Technology, #4308     | 1:1,000  |
| $\gamma$ -tubulin | Sigma, #T6557                        | 1:10,000 |
| $\gamma$ -tubulin | Abcam, #Ab11316                      | 1:5,000  |

How the deposited data were processed for this re-analysis (not part of the article)

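RNA-Seq was analysed from 25 LX95 xenograft tumors, 7 given vehicle, 5 NHWD870, 6 everolimus, and 7 the combination, each from a different mouse. The groups were taken from the sample labels and checked against the group sizes in the legends of Figures 3H and 4A. The legend of Figure 4A gives 3 tumors that were not profiled for want of RNA. Every column of per-sample values was mapped to a tumor.

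The authors trimmed the reads with cutadapt, mapped them to the human genome with HISAT2, and counted reads per gene with featureCounts v1.6.4 and GENCODE release 30. The deposited values used for every test are these unnormalized counts, 1 table of 58825 genes per tumor. The authors also deposited a signal table of counts divided by size factors. Multiplied back by 1 size factor per tumor, between 0.3151 and 3.1412, 100% of its values were whole, and it entered only an alternative for RPS6KA2. Gene names came from GENCODE release 29 on GRCh38 for 58552 genes and from a table of gene names for 265, and 8 genes had no name. Coordinates are those of GENCODE release 29 on GRCh38.

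Totals per tumor ran from 8903793 to 87196105 counts. Log2 CPM profiles of pairs of tumors correlated with r between 0.9846 and 0.9985 across genes, so no 2 tumors held identical values. Counts were normalized by TMM, with factors between 0.906 and 1.071, and filtered with filterByExpr by treatment group. The 18583 genes left were fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with all 25 tumors in 1 model with a term per group and no covariate, since the labels give no batch. Genes were counted as changed at a 2-fold change or more with a Benjamini-Hochberg adjusted P value below 0.05, the thresholds of the paper. Each standard error is the log2 fold change divided by the square root of its F statistic. Comparisons were each treatment against Vehicle, Combo against NHWD870, and the interaction of both drugs. Principal components and shares of variance used log2 CPM with a prior count of 2. Distances were permuted 100000 times for all 4 groups and exactly for pairs of groups.

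The genes named were set by a rule: every gene the paper names from this RNA-Seq, genes of its proposed cascade, and in each comparison the 3 largest rises and 3 largest falls among changed protein-coding genes with a mean of at least 50 normalized counts and groups that did not overlap. Some genes under this rule are not reported here. For the interaction no gene passed. RAMACL and AL023775.1 lie outside the rule and were named because they overlap RPS6KA2. The 10 gene lists were histone genes, ATF4 targets, cholesterol biosynthesis, nuclear and mitochondrial oxidative phosphorylation genes, ribosomal protein genes, the BCL2 family, receptor tyrosine kinases, neuroendocrine genes, and stroma and blood markers. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01. The groups, tests, gene lists, naming rule, and alternatives were chosen before the data were examined, except where stated otherwise.

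The pipeline was tested on simulated data with the means and library sizes of the real tumors. Of 200 genes changed by a log2 fold change of 2 among 18583, edgeR called 198, with 4 unchanged genes, and 0 in a group left unchanged. DESeq2 called 198, with 4 unchanged genes. The camera P value was 1.19e-171 for 30 raised genes and 0.738 for 30 unchanged genes.

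The alternatives were DESeq2 size factors or upper quartile normalization in edgeR, no filter, a mean of at least 50 counts, protein-coding genes only, a 1.5-fold threshold, glmTreat, DESeq2 1.42.0 with and without apeglm 1.24.0 shrinkage, only the groups compared, and each tumor left out in turn. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. The Ingenuity Pathway Analysis, qPCR, IHC, and cell line experiments were not analysed here. The supplemental tables of changed genes were held only in part for NHWD870 (584 genes of 2457) and the combination (1998 of 2908). The table for everolimus was held in full, 257 of 257. No overlap was tested on any of the 3. The 257 genes called here in Everolimus tumors come from another model than that table, so the equal count does not show that the genes are the same.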

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

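The tests of handling, of library size, of the lower dose as the whole cause, of a constant share of parent reads, and of the preset correlation were chosen only after the result was seen, as were the within-group axis and the list of immediate early genes. The tests of gene lists in the interaction of both drugs were added after the data had been seen.

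In 7 of 172 groups of tumors tested, 1 tumor lay far from the others, where chance gives a share of 0.05. Combo tumor 548 had 87196105 counts, the others of its group between 21637330 and 30435772. Log2 CPM of COL17A1 was 2.985 in Everolimus tumor 516 and between 3.674 and 4.036 in the others. DGKI was at 2.176 in Combo tumor 524 and between 2.697 and 2.971 in the others, and its log2 fold change in Combo tumors stayed between 2.79 and 2.92 with each tumor left out. MT1E was at 1.782 in Everolimus tumor 505 and between 0.182 and 0.686 in the others. The histone genes had a mean of 4.1 in Combo tumor 545 and between 3.346 and 3.636 in the others. The PC1 score of Vehicle tumor 560 was -39.23, the others lying between -49.13 and -44.93. The PC2 score of NHWD870 tumor 550 was 40.98, the others lying between 9.59 and 17.52. No biological explanation was tested for these tumors.

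Between Combo and NHWD870 tumors, a comparison the paper does not report, 133 genes changed, 101 up and 32 down. With a mean of at least 50 counts, 23 rose and 22 fell. Among 100 splits of these 12 tumors, 1, the real one, gave as many, and the highest other gave 53. The count fell to 89 without NHWD870 tumor 536, and the adjusted P values are those of edgeR's quasi-likelihood test. An effect of everolimus on top of NHWD870 is a candidate explanation. Across genes, which are not independent replicates, the difference correlated with the everolimus effect measured in other tumors with r = 0.415 (exact two-sided permutation test over 792 splits, p = 0.0038), and another split also reached 0.415. Of the 133 genes, 115 had the same sign under everolimus and 20 also passed the threshold there. The lower dose of NHWD870 in the combination is argued against as the whole cause: it would place ATF4 targets between Vehicle and NHWD870, and in 7 of 7 Combo tumors their mean was below that of every NHWD870 tumor, farther from Vehicle (exact two-sided permutation test, p = 0.0013). For a part of the genes, the lower dose and the effect of everolimus cannot be told apart: the slope of the Combo effect on the NHWD870 effect was 0.972, between 0.831 and 1.148 with Combo tumors resampled, and the doses of both drugs differ between the groups.

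Within treatment groups, 26.1% of the variance of 12066 protein-coding genes lay along 1 direction, and 15.06% along the next. With the groups pooled, tumors spread along it without a gap at 0, 12 below 0 and 13 above, from every group. Within Vehicle, the tumors nearest to 0 on either side lay apart, at -13.43 and 6.67. They were at -6.32 and 2.79 in Everolimus, -4.45 and 3.27 in Combo, and -0.2 and 2.69 in NHWD870. The labels give no batch, so none was tested. Library size is argued against as the whole cause: with what goes with log10 total counts and their rank removed, the direction left still followed the mitochondrial share of counts, treated alike, with r = 0.75 (permutation p = 1e-04, the smallest that 10000 permutations can give). A part stays open, since 16.7% of the variance went with library size and the direction left correlated with the original at r = 0.758. A trend with GC content is argued against as the whole cause: with it removed, r was 0.919 and 24.88% of the variance remained, although 13.2% of the variance went with the trend and gene slopes correlated with GC content at r = 0.491. The direction followed the mitochondrial share of counts (4 relations tested; Pearson r = 0.901, permutation p = 1e-05, adjusted p = 4e-05; Spearman rho = 0.858, permutation p = 1e-05, adjusted p = 4e-05, the smallest the permutations can give; r = 0.892 without the 2 farthest tumors). It followed log10 total counts with r = -0.416 (permutation p = 0.038, adjusted p = 0.038; rho = -0.549, permutation p = 0.0052, adjusted p = 0.0052; r = -0.48 without the 2 farthest).

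Handling of the cells before lysis may contribute to this direction. A list of 10 immediate early genes was written after EGR1 and EGR3 had been seen to follow it, so these were left out and the list was kept out of the direction. The other 8 followed with r = 0.622 (permutation p = 0.00084, adjusted p = 0.0011; rho = 0.635, permutation p = 0.00075, adjusted p = 0.001; r = 0.478 without the 2 farthest tumors). The relation lay in the tumors below 0 (r = 0.767) and was absent in those above (r = -0.118). All 10 genes gave r = 0.728 (permutation p = 4e-05, adjusted p = 8e-05; rho = 0.748, permutation p = 3e-05, adjusted p = 6e-05; r = 0.619 without the 2 farthest). A biological difference between tumors was not tested. RPS6KA2 had a slope of 0.15 per SD (adjusted p = 0.0731).

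Of the 172 genes that followed the direction, 81 were processed pseudogenes, 10.63% of the 762 tested, against 0.28% of protein-coding genes, and 0.66% on average in expression-matched draws (highest 1.97%). A constant share of the reads of the parent genes is not settled. Of 53 such pseudogenes with a tested parent, 0 had a parent that moved as far. Their median absolute slope was 0.658, against 0.069 for the parents. These pseudogenes were picked by a slope threshold of 0.5 per SD and their parents were not, so the comparison cannot decide. Reads shared with parents in part stay open: over 464 pseudogenes, slopes correlated with those of 331 parents with r = 0.206 (permutation p = 1e-04, the smallest that 10000 shuffles can give), and 32 of the 53 moved the same way.

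Combo tumors received lower doses of both drugs than the single-drug groups, so the interaction contrast cannot tell an interaction from the change of dose. The interaction of both drugs had camera adjusted P values of 4.43e-08 for histone genes (mean 0.41), 0.0015 for ATF4 targets (-0.11), 1.53e-06 for nuclear oxidative phosphorylation genes (0.17), and 0.00726 for ribosomal protein genes (-0.04). A correlation preset too low is a candidate explanation: with fry, the adjusted P value of the histone genes was 0.161. Of 100 splits of the tumors, 50 gave as many lists as the real one, which gave 4. For single genes the interaction gave 0, against 1471 at an unadjusted p below 0.05. A count of 0 is reached by every split, 100 of 100, so the splits decide nothing here.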

How the results depend on the processing

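The alternatives with DESeq2, apeglm, and a mean of at least 50 counts together, with 2 drug terms, and with the within-group axis as a covariate were chosen after seeing the data, and the tests of them only after the result was seen. No paired analysis was possible because each tumor came from a different mouse and no replicate number is shared between groups.

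RPS6KA2 kept its direction and its side of the threshold under every alternative run, with a log2 fold change from 2.30 to 2.39 in NHWD870 and from 2.25 to 2.34 in Combo tumors. With each tumor left out in turn it ran from 2.18 to 2.46 (edgeR adjusted p from 3.59e-11 to 1.61e-09) and from 2.20 to 2.42. Values near 0 changed sign among the 25 fits: RPS6KA2 from -0.078 to 0.09 in Everolimus versus Vehicle and from -0.145 to 0.122 in Combo versus NHWD870, with edgeR adjusted p of at least 0.809 and 0.688.

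The number of changed genes depended on the threshold and the filter. At 1.5-fold it was 4337 for NHWD870, 818 for Everolimus, 5008 for Combo, and 390 for Combo versus NHWD870. Under glmTreat, which tests against a 2-fold change, it was 791, 0, 988, and 0, against 5146 genes at an unadjusted p below 0.05 for Everolimus and 4257 for Combo versus NHWD870 in edgeR's test against no change. With a mean of at least 50 counts, which tests fewer genes, it was 1092, 76, 1210, and 45. With apeglm shrinkage it was 143 for Everolimus and 78 for Combo versus NHWD870. For Combo versus NHWD870 edgeR gave 76 with protein-coding genes only and 57 with only the groups compared. With a mean of at least 50 counts, the share of these genes that rose was 51.1% for Combo versus NHWD870 and 36.8% for Everolimus, against 75.9% and 52.9% in the main analysis. In the other alternatives set before the data were examined that kept all tumors of the groups compared and called genes, it was between 63.2% and 79.5%, and between 50.0% and 59.1%. With apeglm and a mean of at least 50 counts it was 983, 42, 1128, and 26, and with 2 drug terms as well it was 986 for NHWD870 and 21 for Everolimus. The interaction, at 0 genes (1471 at an unadjusted p below 0.05), had 3 with no filter, 11 with the DESeq2 Wald test, and 3 with the axis as a covariate. Other than in the alternatives with fewer genes or tumors, the cause was not tested.

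With each tumor left out, the count ran from 2233 to 2584 for NHWD870, 198 to 315 for Everolimus, 2446 to 2767 for Combo, 89 to 163 for Combo versus NHWD870, and 0 to 4 for the interaction. The interaction gave 1 gene without NHWD870 tumor 523, 2 without NHWD870 tumor 562 or Everolimus tumor 505, 3 without Combo tumor 545, and 4 without Combo tumor 524.

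The place of RPS6KA2 among upregulated genes in NHWD870 tumors was 203 with no filter, 73 with the DESeq2 Wald test, 33 with apeglm, 18 with protein-coding genes only, 18 with only the groups compared, 6 with a mean of at least 50 counts, 5 with apeglm and that mean, and 3 with 2 drug terms as well. It ran from 17 to 39 with each tumor left out. In Combo tumors it was 322 with no filter, 125 with the DESeq2 Wald test, 69 with apeglm, 18 with a mean of at least 50 counts, and 18 with apeglm and that mean.

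Among named genes, upper quartile normalization changed the sign of BAD in NHWD870 (-0.026), MTOR (0.021), BCL2 (0.006), BID (0.017), and BRD2 (0.001) in Everolimus, and RPS6KA3 in Combo versus NHWD870 (0.004). With apeglm, MTOR (0.005) and BID (0.001) in Everolimus and TSC1 in Combo versus NHWD870 (-0.005) changed sign. Across the 25 fits that each left out 1 tumor, these crossed 0. In NHWD870 they were RPS6KB1 (-0.055 to 0.027), BAD (-0.075 to 0.065), and EGFR (-0.096 to 0.245). In Everolimus they were RPS6KA3 (-0.093 to 0.011), MTOR (-0.042 to 0.05), BCL2 (-0.064 to 0.032), BCL2L1 (-0.005 to 0.068), BID (-0.048 to 0.026), and BRD2 (-0.074 to 0.016). In Combo it was BCL2L1 (-0.063 to 0.036). In Combo versus NHWD870 they were RPS6KA3 (-0.091 to 0.048), TSC1 (-0.037 to 0.058), MTOR (-0.023 to 0.063), and CASP9 (-0.013 to 0.106). Over all genes reported, 14 of these single fits lost a call, all for BRD2 and NEUROD1 in NHWD870 and IGF1R in Combo versus NHWD870, and 11 gained one. Upper quartile normalization weakened 1 call of a named gene and strengthened 2, and apeglm weakened 1 and strengthened 2.

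Of 40 pairs of a gene list and a comparison, 23 had a camera adjusted p below 0.05, of which 18 were also called by fry in the same direction and 7 with the correlation estimated. The BCL2 family in NHWD870 changed direction with fry (adjusted p = 0.402) and with a mean of at least 50 counts (adjusted p = 0.921). The estimated correlation weakened 16 pairs, fry weakened 5 and strengthened 5, and a mean of at least 50 counts weakened 3. Upper quartile normalization and leaving out the genes of Fig. 4C each kept all 40 calls. The share of variance between treatment groups ran from 44.98% with genes scaled to unit variance to 87.02%, and the correlation of NHWD870 and Combo effects from 0.884 to 0.914. The share of upregulated genes moved by less than 10 percentage points under the other normalizations, and the median log2 fold change by less than 0.1. NHWD870 had the fewest tumors (5) and the shallowest one, at 8903793 counts, which limits genes near the floor, such as the stroma markers.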

Differences from the paper's values

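The tests with DESeq2 models and means of at least 50 counts added here were chosen only after the result was seen.

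The paper reports 929 genes changed by NHWD870, against 2398 here. Its supplemental table for NHWD870 lists 2457 genes, and why this differs from 929 was not tested. Of the alternatives set before the data were examined, glmTreat (791) and a mean of at least 50 counts (1092) were within 1.5 times the paper's value. The 1.5-fold threshold, DESeq2 size factors, upper quartile normalization, no filter, protein-coding genes only, the DESeq2 Wald test, apeglm shrinkage, only the groups compared, and leaving out each tumor were not. Chosen after seeing the values, DESeq2 with apeglm and a mean of at least 50 counts gave 983 genes, and 986 with 2 drug terms. With 2 drug terms but without that mean, apeglm gave 2886, farther from the paper's value than 2398.

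The paper's PC2 holds about 13% of the variance and its PC3 about 11% in Fig. 4A, read by eye, against 8.08% and 6.42% here. With genes scaled to unit variance they held 13% and 11.39%, and with DESeq2's variance-stabilizing transformation 9.54% and 8.68%, both within 1.5 times the paper's values. PC1, at about 32% in the paper, held 32.6% with genes scaled to unit variance, 43.69% in the main analysis, and 50.64%, more than 1.5 times the paper's value, with the variance-stabilizing transformation. Of the alternatives set before the data were examined, the 500 most variable genes and upper quartile normalization did not close the gap.

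In the paper's qPCR, RPS6KA2 in Everolimus tumors was about 1.9 times the Vehicle level in Fig. 4D, read by eye, against 0.977 times in RNA-Seq. The log2 fold change of RPS6KA2 in Everolimus tumors was between -0.033 and -0.005 under the alternatives set before the data were examined and between -0.078 and 0.09 with each tumor left out, so none of them closed the gap. The qPCR panel shows other numbers of tumors per group than the RNA-Seq, so the ratios are not over the same tumors. By eye, the same panel places Combo above NHWD870, where the RNA-Seq ratio of Combo to NHWD870 was 0.968.

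The supplemental table for NHWD870 lists 2457 genes in the paper's copy, of which 584 were held here, so the difference is one of the copy used and no alternative applies.

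The paper places RPS6KA2 among the 20 most upregulated genes of both groups given NHWD870. By log2 fold change it was number 21 in NHWD870 and number 44 in Combo tumors. In NHWD870 it was within 20 with a mean of at least 50 counts (6), protein-coding genes only (18), only the groups compared (18), and without Vehicle tumor 560 (19), Vehicle tumor 544 (17), Everolimus tumor 516 (20), or Everolimus tumor 542 (20). In Combo it was within 20 with a mean of at least 50 counts (18). Chosen after seeing the values, apeglm with that mean gave 5 and 18, and 2 drug terms as well gave 3 for NHWD870.

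The heatmap of Fig. 4C lists 20 genes in each direction for Combo. By log2 fold change, 3 and 2 of them were among the 20 largest changes here, 8 and 9 with a mean of at least 50 counts, and 1 and 0 with apeglm. Of 7 orderings tried, the closest, chosen after seeing the values, was by P value in DESeq2 with apeglm and that mean, with 15 and 16. RPS6KA2 was number 28 in that ordering.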

Other observations

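The tests of stroma markers and of models behind the supplemental tables were chosen only after the result was seen.

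Among 100 splits each, the number of changed genes was reached by 1 (the real one) for NHWD870, 1 for Everolimus, and 1 for Combo against Vehicle, with 898, 42, and 1406 genes in the highest other split. The number of gene lists past the threshold was reached more often, by 36 of 100 splits for NHWD870 (5 lists), 23 for Combo (6 lists), and 16 for Combo versus NHWD870 (5 lists), and by 1 for Everolimus (7 lists). For NHWD870, Combo, and Combo versus NHWD870, the number of lists called is thus not beyond what regroupings give.

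By camera, histone genes rose in NHWD870 (mean log2 fold change 1.11, 56 of 57 genes up, adjusted p = 6.46e-19) and Combo (1.20, 55 of 57, adjusted p = 7.29e-17), and fell in Everolimus (-0.32, 12 of 57 up, adjusted p = 2.28e-05). With the correlation estimated, the adjusted P values were 0.0403, 0.0507, and 0.347. Of them, 34 passed the threshold in NHWD870, and 36 adjusted over the list alone. Histone gene copies could share reads, which was not tested, so their values are uncertain. The libraries were made with a poly(A) protocol, so these values cover polyadenylated histone transcripts only and not all histone mRNA. ATF4 targets fell in all 3 groups against Vehicle, by a mean of 0.68 in NHWD870, 0.25 in Everolimus, and 1.03 in Combo, and fell by 0.36 in Combo versus NHWD870 (3 of 31 up; camera adjusted p = 7.06e-14, fry 5.76e-08, estimated correlation 0.00103). Cholesterol biosynthesis genes fell by a mean of 0.42, 0.25, and 0.52 (camera adjusted p = 0.00297, 1.31e-05, and 2.53e-05; fry 1.62e-05, 0.000927, and 1.99e-08; estimated correlation 0.347, 0.154, and 0.179), and nuclear oxidative phosphorylation genes by 0.22, 0.11, and 0.16 (camera adjusted p = 0.00204, 2.28e-05, and 0.00428; fry 0.0106, 0.0669, and 0.0162; estimated correlation 0.643, 0.459, and 0.674). Mitochondrial oxidative phosphorylation genes fell by 0.45 in Everolimus (adjusted p = 0.00174; fry 0.0889; estimated correlation 0.509), and ribosomal protein genes rose by 0.16 (adjusted p = 6.87e-06; fry 0.0889; estimated correlation 0.509). Receptor tyrosine kinases rose by 0.32 in Combo (camera adjusted p = 0.0413; fry 3.18e-07; estimated correlation 0.209), a camera call lost with a mean of at least 50 counts (adjusted p = 0.0969). Only fry called them higher in NHWD870 (adjusted p = 0.00401; camera 0.144), Everolimus (0.02; camera 0.122), and Combo versus NHWD870 (0.00481; camera 0.0765). The BCL2 family rose by 0.17 in Combo versus NHWD870 (camera adjusted p = 0.0433; fry 0.0261; estimated correlation 0.421). Neuroendocrine genes were not called by camera in any of the 4 comparisons of groups (adjusted p of at least 0.762) or in the interaction (adjusted p = 0.669), but fry called them lower in NHWD870 (adjusted p = 0.0471), with 4 genes called down. Their mean log2 CPM was between 6.357 and 6.491 in NHWD870 and between 6.382 and 6.629 in Combo tumors, below every Vehicle tumor (6.64 to 6.804).

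In edgeR's quasi-likelihood test, MTOR, CASP9, BCL2, CASP8, and TSC2 moved by less than 2-fold. MTOR rose by 0.32 in NHWD870 (adjusted p = 0.00229) and 0.35 in Combo (adjusted p = 3e-04), CASP9 by 0.60 (adjusted p = 6.28e-06) and 0.65 (adjusted p = 2.76e-07), and BCL2 fell by 0.64 (adjusted p = 7.01e-05) and 0.52 (adjusted p = 0.000149). CASP8 fell by 0.49 in NHWD870 (adjusted p = 0.00557), 0.49 in Everolimus (adjusted p = 0.0113), and 0.90 in Combo (adjusted p = 7.3e-07). TSC2 rose by 0.60 in Combo (adjusted p = 1.52e-06). NEUROD1 fell by 1.07 in Everolimus (adjusted p = 0.000549) and 1.11 in Combo (adjusted p = 1.29e-05). Its fall of 0.52 in NHWD870 (adjusted p = 0.0407) was a call lost in 7 of the 25 fits that each left out 1 tumor. IGF1R rose by 0.40 in NHWD870 (adjusted p = 0.000121), 0.28 in Everolimus (adjusted p = 0.0105), and 0.72 in Combo (adjusted p = 1.92e-09). It also rose by 0.32 in Combo versus NHWD870 (adjusted p = 0.0138), a call lost without NHWD870 tumor 523 (adjusted p = 0.0541). The interaction was not called for any of these genes.

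Everolimus against Vehicle had its largest rises in EGR2 (1.70, SE 0.35), AHNAK2 (1.61), and GPR108 (1.40), and its largest falls in COL8A1 (-2.30), RCAN2 (-1.86), and CADM3 (-1.78), among 51 genes whose groups did not overlap (chance gives 0.117% for an unselected gene). Combo against Vehicle rose most in IQCN (3.47), DGKI (2.84), and EGR4 (2.76) and fell most in MYOD1 (-5.73), INHBE (-4.88), and PKD1L3 (-4.78), among 956 genes. Combo against NHWD870 rose most in AL032819.3 (1.89), C4orf48 (1.37), and HIC1 (1.34) and fell most in MT1E (-2.03), MT1G (-1.39), and DCT (-1.23), among 20 genes (chance gives 0.253%). The edgeR adjusted p of these genes was at most 0.00152 (EGR2) for Everolimus, 1.17e-09 (EGR4) for Combo, and 0.00493 (C4orf48) for Combo against NHWD870. The 51, 956, and 20 genes had been called as changed in the same tumors, so their lack of overlap was partly set by that choice.

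Stroma and blood markers, of which 9 of 25 were tested, fell in NHWD870 (mean -1.48, 0 of 9 up; camera adjusted p = 0.00167), Everolimus (-0.64; 0.00599), and Combo (-1.85; 0.000143), with 0.0349, 0.0507, and 0.0139 when the correlation was estimated. Reads from stromal cells are argued against as a source of the abundant markers: COL3A1, DCN, and COL6A3 were at 0.121, 0.199, and 0.106 CPM in Vehicle tumors, against 114.1 CPM for COL1A2. For markers below 1 CPM, 16 of 20 were lower in NHWD870, and stromal reads and expression in tumor cells cannot be told apart at these counts.

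Effects of Everolimus and Combo correlated across genes with r = 0.306 and those of NHWD870 and Everolimus with r = 0.108. Simulated unchanged groups against the same Vehicle tumors gave means of 0.479 and 0.414. The simulated groups held no drug effect, so their values are not a chance level for these pairs and decide nothing here. Everolimus and Combo shared 138 called genes in the same direction and 15 in the opposite one. For Everolimus and NHWD870 these were 90 and 33. Genes are not independent replicates.

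A model with 1 term per drug over all 25 tumors fits the paper's supplemental P values for NHWD870 and everolimus: all 841 held were equal to 4 digits, and 0 were equal under a model with 4 treatment groups. Of 4 models tried, it was the only one with equal values, and 1998 of 1998 held P values for Combo were equal under 4 treatment groups.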
